# Maternal RNA transcription in *Dlk1-Dio3* domain is critical for proper development of the mouse placental vasculature

**DOI:** 10.1038/s42003-024-06038-3

**Published:** 2024-03-23

**Authors:** Ximeijia Zhang, Hongjuan He, Haoran Yu, Xiangqi Teng, Ziwen Wang, Chenghao Li, Jiahang Li, Haopeng Yang, Jiwei Shen, Tong Wu, Fengwei Zhang, Yan Zhang, Qiong Wu

**Keywords:** Embryology, Imprinting

## Abstract

The placenta is a unique organ for ensuring normal embryonic growth in the uterine. Here, we found that maternal RNA transcription in *Dlk1-Dio3* imprinted domain is essential for placentation. PolyA signals were inserted into *Gtl2* to establish a mouse model to prevent the expression of maternal RNAs in the domain. The maternal allele knock-in (MKI) and homozygous (HOMO) placentas showed an expanded junctional zone, reduced labyrinth and poor vasculature impacting both fetal and maternal blood spaces. The MKI and HOMO models displayed dysregulated gene expression in the *Dlk1-Dio3* domain. In situ hybridization detected *Dlk1, Gtl2, Rtl1*, *miR-127* and *Rian* dysregulated in the labyrinth vasculature. MKI and HOMO induced *Dlk1* to lose imprinting, and DNA methylation changes of IG-DMR and *Gtl2*-DMR, leading to abnormal gene expression, while the above changes didn’t occur in paternal allele knock-in placentas. These findings demonstrate that maternal RNAs in the *Dlk1-Dio3* domain are involved in placental vasculature, regulating gene expression, imprinting status and DNA methylation.

## Abstract (web summary)

Maternal RNA transcription plays an important role in maintaining vasculature in mouse placental development, associated with regulating gene expression, imprinting status and DNA methylation in the *Dlk1-Dio3* imprinted domain.

## Introduction

The mammal placenta locates between the maternal tissue and fetus, providing the necessary support and instructing the development of fetus in the uterine environment. Proper development of the placenta is essential to its functions, including nutrition exchange, providing an immunological barrier for the fetus, and so on. The circulatory system between mother and fetus exchanges substance in placental labyrinth area whose formation consists of a series of morphogenetic events, mainly the one that the allantois derived from extra-embryonic mesodermal cells contacts chorion around embryonic day 8.5 (E8.5). Then allantois-derived cells form endothelial cells and undergo extensive intertwining and branching with chorionic trophoblast cells to develop a highly branched vascular network of the mature placenta at about E12.5^1^. Any defects in any type of cells making up the placenta correlate strongly with embryonic viability, development and growth, especially at mid-gestation^2^. A study on large-scale gene knockout mouse lines has demonstrated that mutant mice with intrauterine lethality always exhibit placental dysmorphologies^3^.

Genomic imprinting is inextricably linked to mammalian placentation^4^. Imprinting genes that are monoallelically expressed in a parent-of-origin-specific manner can produce signals to modulate fetal developmental progress, as well as maternal resource allocation during pregnancy^5,6^. The *Dlk1-Dio3* imprinted domain spans about 1 Mb on mouse chromosome 12 (chr12) and human chr14, and contains three paternally expressed protein-coding genes (PEGs, *Dlk1*, *Rtl1*, and *Dio3*), multiple maternally expressed noncoding RNAs (MEGs, *Gtl2/Meg3*, *Rian/Meg8*, *Mirg*), and the largest known placental mammal-specific microRNA cluster^7^. Germline intergenic differentially methylated region (IG-DMR)^8^ functions as the main imprinting control region (ICR) of *Dlk1-Dio3* imprinted domain and somatic *Gtl2*-DMR^9^, *Dlk1*-DMR^10^, *Meg8*-DMR^11–13^ control gene expression together. *Dlk1-Dio3* imprinted domain plays crucial roles in many diseases, postnatal survival, as well as embryonic and placental development^14,15^. Numerous functions of *Dlk1-Dio3* domain about development have been demonstrated by developmental defects observed in individual locus component gain- or loss-model mice^16–23^. The imprinted genes in the *Dlk1-Dio3* domain are widely expressed in mouse placenta^19,24,25^, the importance of *Rtl1* and *miRNA-127* in maintaining the fetal capillary network of feto-maternal interface have been revealed clearly^20,21^, and others’ functions remain elusive, especially MEGs.

Gene ablation study is a standard method for evaluating protein-coding or noncoding RNA gene function in vivo. Interestingly, different even opposite phenotypes in different model mice are observed when different gene knockout approaches are used to delete maternally expressed lncRNA *Gtl2* promoter and several different exons^9,26,27^. With different gene editing methods adopted, gene expression in *Dlk1-Dio3* domain are quite different in those studies and the gene expression changes of those knockout mice cannot eliminate the destruction of epigenetic regulatory elements (like *Gtl2*-DMR) or chromatin spatial conformation. On the other hand, all those *Gtl2* knock-out mice studies didn’t pay much attention to the placenta. Although deletion of *Gtl2* resulted in embryonic lethality after E12.5, it is still unknown whether *Gtl2* knock-out can affect the development of placenta, and then affect development and survival of the embryo during pregnancy.

Most MEGs at the *Gtl2-Rian-Mirg* locus in the *Dlk1-Dio3* domain are transcribed from a large polycistronic transcription unit and then regulated by the promoter of *Gtl2*^28^. The dysregulation of miRNAs from the locus leads to neonatal lethality^23,29^, but these miRNAs and lncRNAs were overlooked in extra-embryonic tissue in past studies.

To explore the biological roles of those MEGs in placental development, we established a mouse model without eliminating any genomic sequence nor destroying any DNA regulatory element to reduce the transcripts of *Gtl2* and other MEGs in the *Dlk1-Dio3* domain. Through the model mice, we found that maternal RNA transcription functions in vasculature formation within the placental labyrinth zone and that ablation of MEGs in the placenta dysregulates the *Dlk1-Dio3* domain in gene expression, imprinting status and DNA methylation. Our research provides a new resource for understanding the functions and regulation of *Dlk1-Dio3* domain in the development of placenta. The conclusions will help future studies of mouse and human prenatal pathologies.

## Results

### Establishment of *Gtl2* polyA knock-in mouse model and analysis of placental weights

To better evaluate the regulation mechanism and functions of *Gtl2* and other MEGs in *Dlk1-Dio3* imprinted domain, we chose Easi-CRISPR genome editing technology^30^ to insert three polyadenylation cassettes (3x polyA, 147 bp) into the end of exon1 of *Gtl2* to generate *Gtl2* polyA knock-in mouse model, without eliminating or replacing any genomic segments to prevent maternal RNA to transcribe (Fig. 1a). Almost all maternal RNA transcriptions in the *Dlk1-Dio3* domain transcribe from a large polycistronic transcription^28^. The promoter of *Gtl2* can initiate the expression of almost all maternal RNA transcriptions. The insertion site selected was located at the end of *Gtl2* promoter region, avoiding almost all epigenetic regulatory elements and miRNAs. Insertion of transcription termination signal (3x polyA) could cause early termination of the nascent lncRNA transcripts^31^.

**Fig. 1:**
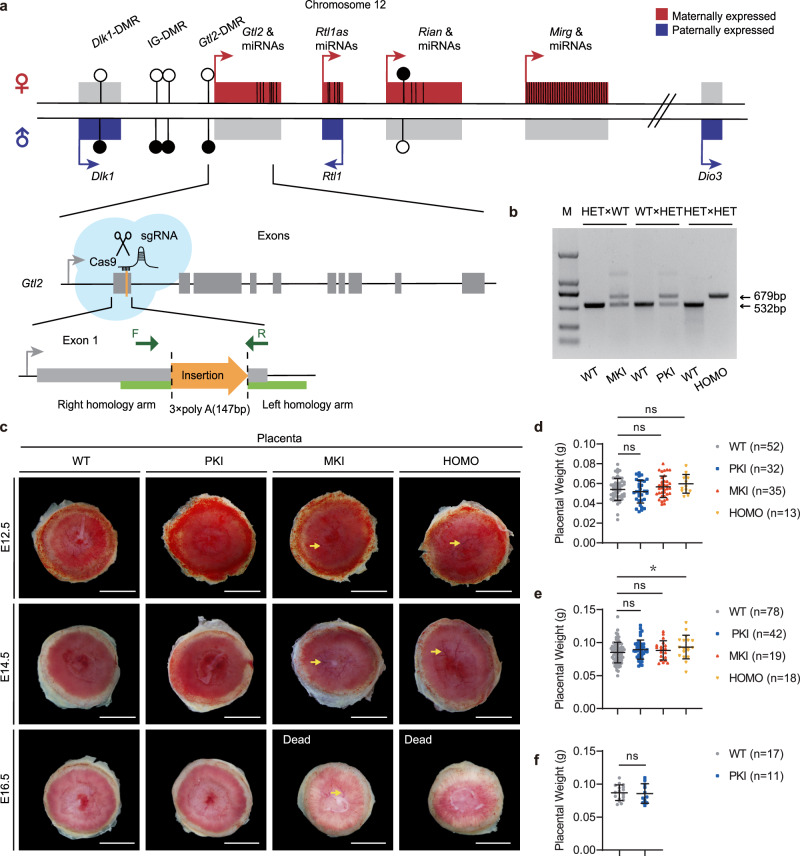
Establish *Gtl2* polyA knock-in mouse model and analyze placental weights. **a** Schematic representation of the *Dlk1-Dio3* imprinted domain and 3x polyA insertion position in *Gtl2* gene locus. Genes are shown as rectangles with their allelic expression state, maternally expressed genes are symbolized in red, paternally expressed genes in blue and not expressed genes in light gray. Arrows depict their transcription directions. The black vertical lines represent miRNAs. Differential methylation in the *Dlk1-Dio3* domain are shown with filled circles representing methylated allele and hollow circles representing unmethylated allele. Dark gray rectangles represent exons of *Gtl2*. The inserted sequence is in orange shape, and the green rectangles on both sides are the left and right homology arms separately. The positions of the primers for genotyping are indicated by the dark green arrows. **b** Three mouse mating ways for getting the placentas and PCR confirmation of appropriate polyA knock-in. The wild type is 532 bp, and after right insertion the type is 679 bp. M: DL2000 DNA ladder (bp). **c** Gross phenotypes of WT and *Gtl2* polyA knock-in placentas at E12.5, E14.5 and E16.5. Scale bars: 2 mm. The yellow arrows indicate thicker and more obvious vessels in the labyrinth sides in MKI and HOMO placentas. **d**–**f** Comparison among WT and *Gtl2* polyA knock-in placental weights at E12.5 (WT *n* = 52, PKI *n* = 32, MKI *n* = 35, HOMO *n* = 13), E14.5 (WT *n* = 78, PKI *n* = 42, MKI *n* = 19, HOMO *n* = 18) and E16.5 (WT *n* = 17, PKI *n* = 11). The mean weight ± SD of each genotype is plotted. Studen *t*-test is used to analyze the *p*-value. *p < 0.05.

There were three ways to get four genotypic placentas for the research: Female heterozygous with *Gtl2* polyA knock-in (HET) were mated with wild-type (WT) males to get maternally *Gtl2* polyA knock-in (MKI) and WT placentas; WT females were mated with HET males to get paternally *Gtl2* polyA knock-in (PKI) and WT placentas; HET females were mated with HET males to get homozygous (HOMO) and WT ones. Genomic PCR was used to identify mutant mice (Fig. 1b). MKI and HOMO mice exhibited embryonic lethality in mid-gestation (around E13.5 to E15.5), while PKI pups could be born as normal ones (Supplementary Table 1). There was no significant difference in the gross appearance of yolk sac of alive embryos at different developmental stages. While, at E15.5, almost all MKI and HOMO embryos had died, and the blood vessels on the yolk sac were no longer seen clearly (Supplementary Fig. 1). For placentas, on the labyrinth sides, some blood vessels were thicker and more obvious in MKI and HOMO placentas than in WT ones. The PKI placentas were similar to WT ones during pregnancy. When all the MKI and HOMO embryos had been dead at E16.5, their labyrinth faces were pale and not full of blood (Fig. 1c). This phenomenon may result from the death of the embryo, and the embryo needs no longer a placenta to provide functions and the placenta degenerates slowly.

Then, we examined the placental weights of the surviving *Gtl2* polyA knock-in mice at E12.5, E14.5, and E16.5 (Fig. 1d–f). At E12.5 when almost all the embryos were alive, the MKI placentas almost had no changes compared to WT placentas, while the HOMO mutants had a little heavier in mean weight without statistically significant difference. As the development progressed to E14.5 when half MKI and HOMO embryos were dead, there were trends of weight increase in both the MKI and HOMO placentas, only HOMO ones had a significant change, compared to the control. PKI ones had similar weights to WT ones at any stage. MKI and HOMO placentas had no remarkable differences during the period before death, which suggests that MKI and HOMO placenta may be not responsible for embryonic lethality. The elevating changes in weight may affect the development of the placenta itself.

### *Gtl2* polyA knock-in alters placental architecture and leads to vasculature defect in the labyrinth

To further investigate histological change of *Gtl2* polyA knock-in placentas, placental morphology was observed at different stages. The mature mouse placenta is mainly divided into three layers, maternal decidua, junctional zone, and fetal labyrinth. The three-layer structure can be easily distinguished from each other according to the cell types of each layer^32^. To do the detailed statistical analysis of the proportions of three-layer areas, we visualized the expression of the junctional zone marker gene, *Tpbpa*^33^, which expresses in the spongiotrophoblasts and glycogen trophoblasts and is used widely to recognize the intermediate junctional zone^34^. Then, we quantified each layer area, as development progressed, the proportion of junctional zone to the placental area gradually decreased and the proportion of labyrinth to the placental area gradually increased in the WT placentas. Compared to the control, MKI and HOMO placentas had bigger proportions of junctional zone and smaller proportions of labyrinth at E14.5 (Fig. 2a–c). Those changes in placental architecture began to occur at E14.5 and did not exist at E12.5, while those proportions in PKI placentas were similar to the control from E12.5 to E16.5.

**Fig. 2:**
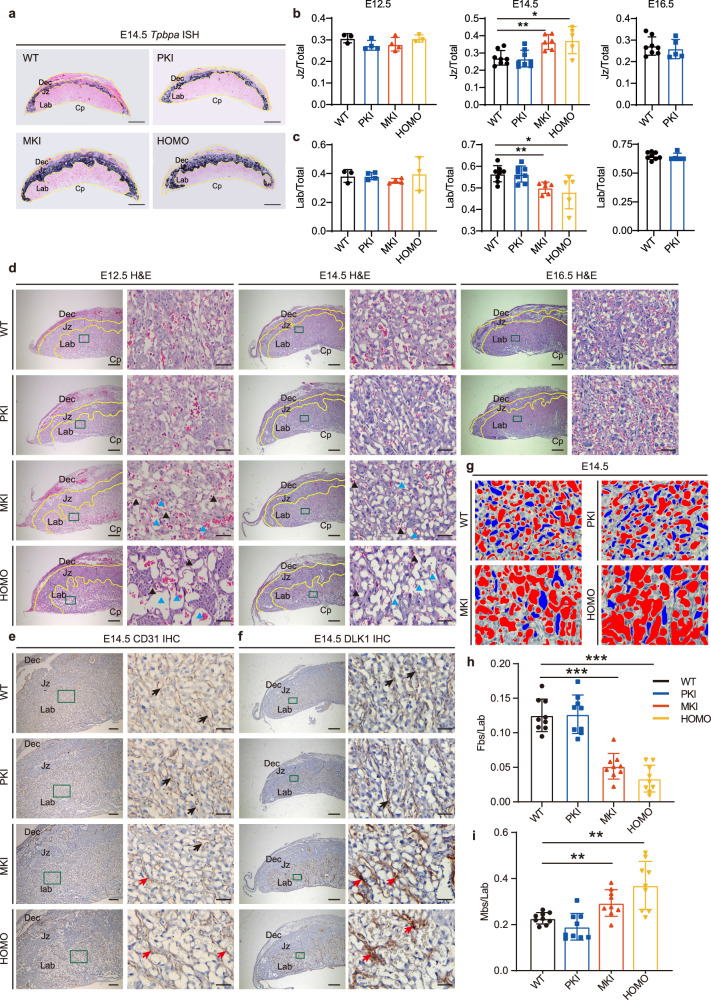
*Gtl2* polyA knock-in alters placental architecture and leads to vasculature defect in the labyrinth. **a** In situ hybridization of *Tpbpa* on E14.5 placenta to distinguish the three-layer structure of the mature placentas. *Tpbpa*, which is the marker gene of spongiotrophoblast can mark the junctional zone of the placenta. Yellow lines distinguish three layers of placentas. Dec: decidua, Jz: junctional zone, Lab: labyrinth, Cp: chorionic plate. Scale bars: 1000 μm. **b**, **c** Proportions of the labyrinth area and junctional zone area compared to the total placental area at E12.5 (WT *n* = 3, PKI *n* = 4, MKI *n* = 4, HOMO *n* = 3), E14.5 (WT *n* = 8, PKI *n* = 8, MKI *n* = 6, HOMO *n* = 5), and E16.5 (WT *n* = 8, PKI *n* = 5). The mean proportion ± SD of each genotype is plotted. Student *t*-test is used to analyze the *p* values. *p < 0.05, **p < 0.01. **d** H&E staining of placentas at E12.5, E14.5, and E16.5. Dark green boxes show high-magnification images of labyrinth area (right). Blue triangles: maternal blood space (Mbs), black triangles: fetal blood space (Fbs). Scale bars of the first, third and fifth columns: 500 μm, scale bars of the second, fourth and sixth columns: 50 μm. **e** CD31 IHC of E14.5 placentas. CD31 is the marker of vascular endothelial cells. Dark green boxes show high-magnification images of labyrinth areas (right). Black arrows indicate CD31 express normally in the fetal vascular endothelial cells. Red arrows indicate aggregation distribution of CD31 in MKI and HOMO abnormal fetal vascular endothelial cells. Scale bars of the first column: 500μm, scale bars of the second column: 50 μm. **f** DLK1 IHC of E14.5 placentas. Dark green boxes show high-magnification images of labyrinth areas (right). Black arrows indicate DLK1 express normally in the fetal vascular endothelial cells, red arrows indicate aggregation distribution and increased expression of DLK1 in MKI and HOMO abnormal fetal vascular endothelial cells. Scale bars of the first column: 500 μm, scale bars of the second column: 50 μm. **g** According to the images of CD31 IHC of E14.5 placentas, the Fbs (blue) are surrounded by CD31, and filled with larger nucleated erythrocytes, and the Mbs (red) are not surrounded by CD31 and filled with smaller no nucleus erythrocytes. **h**, **i** The proportions of Fbs and Mbs compare to labyrinth at E14.5, respectively. Images of 3 microscopic views of one placental labyrinth are calculated to quantify the vascular area using ImageJ software. Numbers of placentas: WT *n* = 3, PKI *n* = 3, MKI *n* = 3, HOMO *n* = 3. The mean proportion ± SD of each genotype is plotted. Student *t*-test is used to analyze the *p* values. *p < 0.05, **p < 0.01, ***p < 0.001.

After hematoxylin and eosin (H&E) staining, evident morphological abnormalities could be observed in MKI and HOMO labyrinth (Fig. 2d), whereas the maternal decidua and junctional zone didn’t show obvious abnormality (Supplementary Fig. 2). MKI and HOMO mutants exhibited obviously enlarged vascular space and reduced vascular branches in the labyrinth from E12.5, compared to WT and PKI placentas. As early as E10.5, *Gtl2* polyA knock-in labyrinthine vasculature didn’t show the difference, which may make sure the development of the embryos during the period of time (Supplementary Fig. 3a). The placentas of MKI and HOMO dead embryos at E14.5 and E16.5 also showed poor vasculature, however, we couldn’t distinguish the abnormality caused by *Gtl2* polyA knock-in or by the death of embryos (Supplementary Fig. 3b).

The vascular network in the labyrinth consists of maternal blood sinus surrounded by syncytiotrophoblasts and fetal capillaries composed of fetal capillary endothelial cells^1^. We visualized the formation of fetal vasculature by performing immunohistochemistry (IHC) of endothelial marker CD31, which is broadly used to mark endothelial cells in the labyrinth^35^. The results revealed the endothelial cells distributed abnormally, some fetal capillaries dilated well, but most didn’t dilate enough and poorly developed in MKI and HOMO labyrinth (Fig. 2e). The abnormal distribution of CD31 began to appear from E12.5 (Supplementary Fig. 3c–e). At E10.5, the MKI and HOMO fetal capillaries dilated well. *Dlk1* has been reported as a marker gene in fetal endothelial cells^36^ and expresses restrictedly to the sites of branching morphogenesis^24^. DLK1 was detected to be uniformly expressed in the fetal endothelium, WT and PKI labyrinth formed normally tubular vessel structures. Instead, massive DLK1 clustered in MKI and HOMO labyrinth, and the fetal capillaries didn’t branch well (Fig. 2f).

The maternal and fetal blood spaces (Fbs) can be easily distinguished from each other because the Fbs contain bigger nucleated embryonic erythrocytes and maternal blood spaces (Mbs) are filled with smaller non-nucleated mature erythrocytes^37^. Combined with the results of CD31 IHC, we colored the Fbs with blue and Mbs with red (Fig. 2g). MKI and HOMO placentas had smaller Fbs and larger Mbs than those in WT and PKI at E14.5 (Fig. 2h, i).

As a summary, MKI and HOMO placentas show striking vasculature defect in the labyrinth. The narrow Fbs in MKI and HOMO maybe result in the accumulation of fetal erythrocytes within them, leading to fetal blood vessels being clogged. This abnormality maybe affects the exchange functions of fetal capillaries ultimately.

### Transcriptome analysis of *Gtl2* polyA knock-in placentas

To better understand the transcriptomic changes and molecular events in the *Gtl2* polyA knock-in placentas, we generated the transcriptome sequencing data from the placentas at E12.5.

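The RNA-seq data comprised 1 library for each of the 4 genotypes, so no genotype had replicates. In PKI placentas the Gtl2 polyA knock-in was inherited from the father, in MKI placentas from the mother and in HOMO placentas from both parents. The paper states that placentas came from embryos of both sexes. Each library was the authors' whole-number count per gene, made from alignments to the mouse genome GRCm38 with HISAT2 and counting with StringTie. Their versions, the library kit and its strandedness are not given in the sources used here. The library totals were 70845564 counts for WT, 77695505 for PKI, 68107223 for MKI and 65404030 for HOMO. Of 29639 entries in the count table, 22036 named a gene, and 21914 of these were protein coding. The entries that named no gene held 1.39% of the counts in WT, 1.46% in PKI, 2.81% in MKI and 2.93% in HOMO and were left out. The noncoding transcripts Gtl2, Rian and Mirg were not analysed here by RNA-seq.
Each knock-in library was compared with the WT library by the exact test of edgeR, with the BCV set to 0.1 as in the paper and the counts scaled by TMM. A gene with at least 1 count in both libraries was called higher or lower at an unadjusted p under 0.01 and a change of over 1 on the log2 scale. This test compares those libraries, not the conditions, because the BCV was set and not measured. Ratios to WT are of counts scaled by TMM and stand with exact conditional binomial 95% intervals, which cover counting error only. A spread between libraries could be measured where they were grouped in pairs of genotypes, mainly by the maternal allele, WT and PKI against MKI and HOMO, with the quasi-likelihood test of edgeR on 2 residual degrees of freedom. Lists of genes of placental cell types and pathways were summarised by the median log2 fold change of their members and its percentile among 10000 random lists matched on mean expression. Transcripts of chromosome Y also differed between the libraries. Uty had 4 counts in WT, 3241 in PKI, 2465 in MKI and 1974 in HOMO, and Kdm5d had 2, 1531, 1289 and 964. Sex of the embryos may account for this, and it cannot be told apart from genotype in any comparison with the WT library.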

We identified the differentially expressed mRNAs (DEGs) in PKI, MKI and HOMO placentas separately compared to WT. There were 1256 DEGs (up: 312, down: 944) in PKI, 572 DEGs (up: 314, down: 258) in MKI and 1081 DEGs (up: 749, down: 332) in HOMO (Fig. 3a–c). 

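In the PKI library, 390 genes were higher and 936 lower than in WT among 16006 genes tested. The MKI library had 631 genes called among 16074, of which 286 were lower and the rest higher, and the HOMO library 686 higher and 404 lower among 16199. Genes of the visceral endoderm of the yolk sac, a list written after the readable part of the paper's table for Fig. 3a had been seen and so not independent evidence of its direction, were lower in PKI. This tissue is the epithelium that makes serum proteins for the embryo. There 18 of 24 measured genes fell in PKI, with a median log2 fold change of −2.21 (95% interval −3.81 to −1.28). Over a second list of this tissue, written later, 4 of 13 measured genes fell and 1 rose in PKI, with a median of −0.31 (95% interval −1.90 to 0.17). In MKI 1 gene of the first list rose and 1 fell, and in HOMO 5 fell, with medians of 0.18 and −0.22. Rbp4, the plasma carrier of retinol, had a ratio to WT of 0.0315 (0.0267 to 0.0368) in PKI, and Apob, the protein scaffold of secreted lipoproteins, one of 0.0456 (0.0391 to 0.0529). Afp, which encodes alpha-fetoprotein, fell from 6583 counts in WT to 340 in PKI. Of 19 interferon-stimulated genes, 11 fell in PKI, 1 in MKI and 3 in HOMO, with medians of −1.07, −0.02 and −0.69. The largest fall in PKI among its genes with at least 50 counts was that of Ifi27l2a (log2 fold change −2.55), and in HOMO that of Usp18 (−1.19), which removes ISG15 from proteins.
Among single genes, Trpm2, a calcium-permeable channel, rose in PKI with a ratio of 29.9 (22.4 to 40.9), and Fzd7, a Wnt receptor, with one of 22.0 (15.9 to 31.5). Inmt, an indolethylamine methyltransferase, fell in PKI to 0.00737 (0.00270 to 0.0161). In MKI, Slc14a1, which transports urea, fell to 0.198 (0.155 to 0.249), and Fkrp, an enzyme of dystroglycan glycosylation, to 0.139 (0.122 to 0.157). Fkrp fell in PKI as well but not in HOMO. In HOMO, Serpina6, the corticosteroid-binding globulin, rose with a ratio of 29.6 (15.3 to 65.5). Aldh1a3, an enzyme of retinoic acid synthesis, rose in PKI (9.23 (8.54 to 9.99)) and in HOMO (11.5 (10.6 to 12.4)). Zxdb, Lnp1, Fmo3, Zfp708, Ildr2, Tmem254a, BC005561, Efhc2, Ccdc7a, Zfp2, Arl14epl and Hapln4 were also among the 10 genes with the largest changes in either direction in a library among those with at least 200 counts. Gapdh and Gapdhs, Rpl29, Rpl10-ps3 and the genes Gm49380, Gm49527, Gm49391, Gm11127, Gm11361 and Gm10260 had called changes, and these genes may share reads with near-identical copies.

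**Figure D1:**
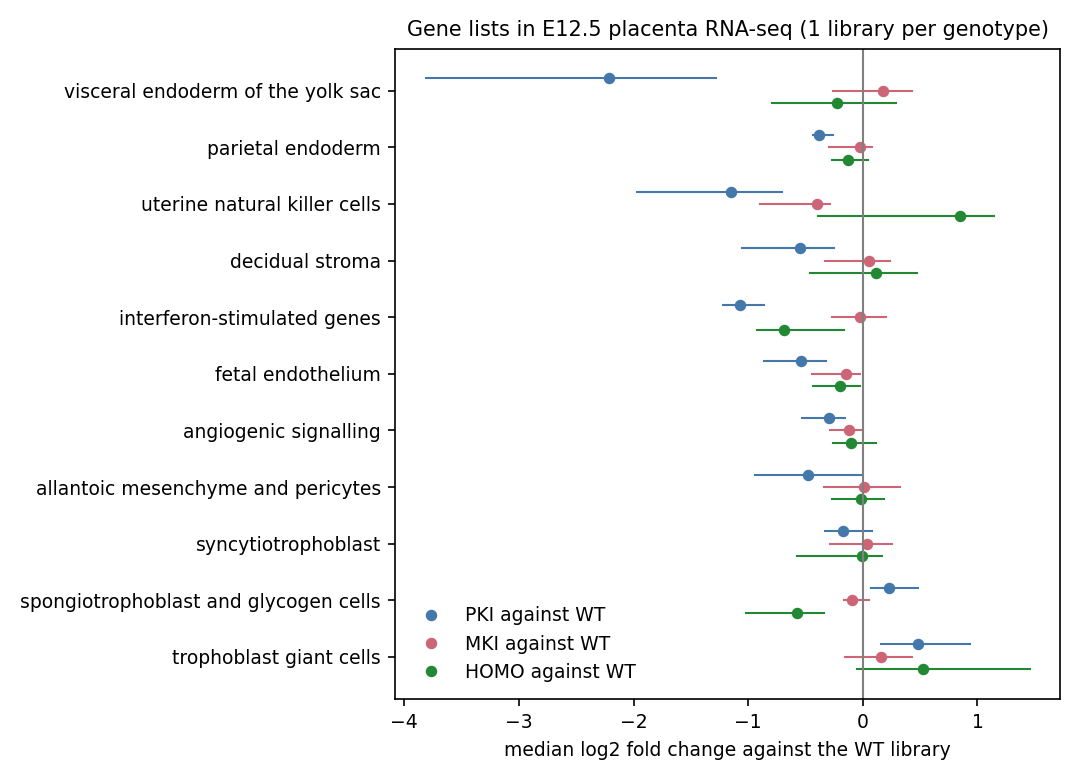
Median log2 fold change to WT (x axis) of 11 lists of marker genes (y axis) in the PKI, MKI and HOMO RNA-seq libraries; points are medians over the measured genes of a list and lines their 95% intervals over genes, with 1 library per genotype. The visceral endoderm of the yolk sac lies lowest in PKI, at −2.21, and the uterine natural killer cells lie at −1.15 in PKI and 0.85 in HOMO.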

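The domain held 3 genes of the RNA-seq count table, Dlk1, Rtl1 and Dio3, all paternally expressed. Dlk1 (ENSMUSG00000040856), which encodes a transmembrane protein with EGF-like repeats, lies on chromosome 12 of GRCm38 from 109452823 to 109463336 on the plus strand. Its level, in counts scaled by TMM and library size, was 83.3 CPM in WT, 58.6 in PKI, 172 in MKI and 177 in HOMO. Its ratio to WT was 2.07 (2.01 to 2.14) in MKI and 2.13 (2.06 to 2.20) in HOMO, and it was called higher in both. In PKI the ratio was 0.704 (0.676 to 0.732), which did not pass the test. The call of Dlk1 in MKI ended at a BCV of 0.2 and that in HOMO at 0.4. Rtl1 (ENSMUSG00000085925), a gene derived from a retrotransposon, lies from 109589193 to 109600330 on the minus strand of the same chromosome. It had 1075 counts in WT, 1099 in PKI, 12829 in MKI and 7938 in HOMO. Its ratio to WT was 12.5 (11.7 to 13.3) in MKI and 7.86 (7.38 to 8.39) in HOMO, both called higher, and 0.956 (0.878 to 1.04) in PKI. Maternally expressed antisense transcripts overlap Rtl1, and with strandedness not stated the counts cannot be assigned to a strand. In the small RNA-seq, all 10 miRNA arms of that antisense locus were lower, at median ratios to WT of 0.0558 in MKI and 0.0258 in HOMO. As far as these miRNAs follow the antisense transcripts, this argues against antisense reads as the source of the increase.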

We found that two protein-coding genes located in *Dlk1-Dio3* domain, *Dlk1* and *Rtl1* were upregulated in MKI and HOMO. *Rtl1* was reported to play a crucial role in placental angiogenesis^38^. Some DEGs with significant changes and high expression levels were verified by qRT-PCR in Supplementary Fig. 4a–c. 

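Outside the domain, 13 genes of the qRT-PCR panels were measured in the RNA-seq libraries, of which 3 were called higher and 3 lower in PKI, 4 higher and 3 lower in MKI, and 6 higher and 2 lower in HOMO. Pde2a, a phosphodiesterase of cyclic nucleotides, fell in PKI from 1155 counts to 11, a ratio of 0.00890 (0.00443 to 0.0160), and stood at 1.23 in MKI and 1.30 in HOMO. Cdo1, which oxidises cysteine, rose in PKI (4.14 (3.94 to 4.35)) and HOMO (4.59 (4.37 to 4.82)) and had a ratio of 1.29 in MKI. Ifit2, an interferon-induced gene, fell in MKI to 0.0707 (0.0574 to 0.0864) of WT. Tfrc, the transferrin receptor through which cells take up iron, fell in HOMO to 0.207 (0.204 to 0.210), and Rufy4 to 0.117 (0.108 to 0.126). Alb, which encodes serum albumin, rose in HOMO from 82 counts to 1689, a ratio of 21.9 (17.6 to 27.7), while MKI had 31 counts and PKI 0. Hcfc1r1 was called in no library, with ratios of 1.51 in PKI, 1.99 in MKI and 1.94 in HOMO. With library totals only it was called higher in MKI and in HOMO, at ratios of 2.01 and 2.01. At a BCV of 0.2 Alb was no longer called in MKI, and at 0.4 Cdo1 was called in no library.
Hist1h3d and Hist4h4 belong to families of near-identical histone genes, between which reads may be shared. Hist1h3d had a ratio of 0.00560 in PKI, 9.86 in MKI and 2.27 in HOMO, and Hist4h4 one of 2.19, 0.178 and 1.29. Ccnb1ip1 had 331 counts in WT, 25202 in PKI, 7609 in MKI and 6307 in HOMO, and its annotated span overlaps Rpph1, the abundant RNA component of RNase P, on chromosome 14 from 50807449 to 50807767.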

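Among the genes higher than in WT, 78 were called in all 3 knock-in libraries, 86 in MKI and HOMO but not in PKI, 77 in HOMO and PKI but not in MKI, and 45 in MKI and PKI but not in HOMO. A further 190 were called higher in PKI alone and 445 in HOMO alone, and the rest of the genes higher in MKI were called in MKI alone. Among the genes lower than in WT, 55 were called in all 3 libraries, 47 in MKI and HOMO but not in PKI, 109 in HOMO and PKI but not in MKI, and 68 in MKI and PKI but not in HOMO. In PKI alone 704 were called lower, in MKI alone 116 and in HOMO alone 193. Phactr1, a regulator of actin and of protein phosphatase 1, rose in all 3 libraries, from 1035 counts in WT to 9196 in PKI, 7338 in MKI and 6276 in HOMO. Cxcr1, a chemokine receptor of neutrophils, also rose in all 3, with log2 fold changes of 1.65, 1.64 and 1.90. Chil3, a chitinase-like protein of myeloid cells, fell in all 3, with a ratio to WT of 0.0260 (0.0133 to 0.0459) in PKI, 0.146 (0.109 to 0.191) in MKI and 0.104 (0.0737 to 0.143) in HOMO. A gene shared between these comparisons was each time set against the same WT library.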

Venn diagrams were given to depict the overlapping upregulated or downregulated DEGs in different genetic types (Fig. 3d, e).

**Fig. 3:**
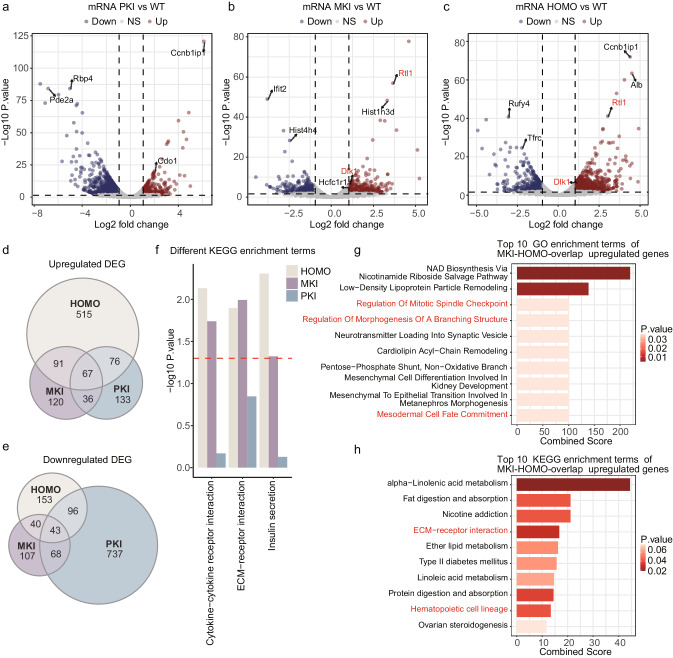
Differential expression of mRNAs in *Gtl2* polyA knock-in placentas at E12.5. **a**–**c** Volcano plots showing differentially expressed mRNAs (DEGs) in PKI, MKI, and HOMO compared to WT. The DEGs labeled in red are located in *Dlk1-Dio3* domain. The DEGs with significant changes and labeled in black are verified by qRT-PCR. **d**, **e** Venn diagrams of upregulated and downregulated DEGs in PKI, MKI and HOMO placentas, respectively. **f** The KEGG enrichment terms of upregulated DEGs are significant in MKI and HOMO, and not significant in PKI. The red dashed line represents the *p* is 0.05. **g** The top 10 GO enrichment terms of MKI and HOMO overlapped upregulated DEGs. Terms in red related to MKI and HOMO phenotypes. **h** The top 10 KEGG enrichment terms of MKI and HOMO overlapped upregulated DEGs. Terms in red related to MKI and HOMO phenotypes.

To better understand the functions of DEGs, we next did KEGG pathway and GO enrichment analysis, utilizing upregulated and downregulated DEGs in *Gtl2* polyA knock-in placentas, respectively (Supplementary Figs. 5–6). 

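Of the genes of spongiotrophoblast and glycogen cells, which form the junctional zone, 6 fell and 1 rose among 20 measured in HOMO, 0 were called among 21 in MKI, and 1 rose among 20 in PKI. The medians were −0.58, −0.09 and 0.23 on the log2 scale, at percentiles of 0, 11.8 and 99.3 of random lists. Prl8a8, of the prolactin family, fell by 2.13 on the log2 scale in HOMO, Ceacam13 fell by 1.87 and Psg28 fell by 1.73. Tpbpa, the classical spongiotrophoblast marker, had log2 fold changes of 0.18 in PKI, −0.13 in MKI and −0.44 in HOMO and was not called. Of 21 genes of the fetal endothelium, 4 fell in PKI (Cldn5, Sox17, Eng and Tie1) and 0 were called in MKI and in HOMO, with medians of −0.54, −0.15 and −0.20. These medians lay at percentiles of 0, 0.495 and 0.800 of random lists, and 21, 16 and 16 of the 21 genes lay below 0. Of 28 genes of angiogenic signalling, S1pr1, a receptor of sphingosine 1-phosphate, fell in PKI from 3294 counts in WT to 1763, and Hey1, a target of Notch, fell in HOMO with a ratio to WT of 0.478 (0.378 to 0.601), and the medians were −0.29 in PKI, −0.12 in MKI and −0.10 in HOMO. Among 16 genes of allantoic mesenchyme and pericytes, 3 fell in PKI, 0 in MKI and 1 (Lum) in HOMO, with medians of −0.48, 0.01 and −0.01. Gcm1, which directs formation of the syncytiotrophoblast, fell in HOMO (−1.06) and was the only one of 13 genes of that list called in any library, at medians of −0.18 in PKI, 0.04 in MKI and −0.01 in HOMO.
Against the PKI library as the reference, an alternative chosen after seeing the data, MKI had 872 genes higher and 258 lower and HOMO had 1229 higher and 266 lower. Of the genes higher than in WT, 118 in MKI and 307 in HOMO were also higher than in PKI.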

MKI and HOMO placentas had more upregulated DEGs, which might be responsible for the abnormal phenotypes. So, we focused on the KEGG (Fig. 3f) and GO (Supplementary Fig. 7) terms enriched by upregulated DEGs, and those were significant in MKI and HOMO, but not significant in PKI. Among these KEGG terms, ‘Cytokine-cytokine receptor interaction’ is key in luminal epithelium proliferation, trophoblast development, and uNK maturation during pregnancy^39^. ‘ECM-receptor interaction’ is involved in cell migration and vessel formation in placentation^40^, especially in trophoblast giant cell migration^41^. 

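The genes of ECM-receptor interaction and of cytokines and their receptors went in both directions in the libraries. Of 83 measured genes of ECM-receptor interaction in MKI, 6 rose and 3 fell, of 84 in HOMO 9 rose and 3 fell, and of 83 in PKI 3 rose and 13 fell. The medians were −0.06 in MKI, −0.02 in HOMO and −0.40 in PKI, at percentiles of 8.76, 37.1 and 0 of random lists. Tnxb and Tnc, which encode the matrix proteins tenascin X and C, rose in HOMO with log2 fold changes of 2.36 and 1.30 and stood at 0.19 and 0.53 in MKI. Lama3, a laminin chain of epithelial basement membranes, fell in MKI (−1.20) and stood at −0.63 in HOMO.
Of 150 measured cytokines and cytokine receptors in MKI, 6 rose and 9 fell, of 155 in HOMO 13 rose and 14 fell, and in PKI 3 rose and 20 fell. Il11ra2, a receptor of interleukin 11, rose in MKI (2.37) and HOMO (1.87) and stood at 0.28 in PKI. Tnfrsf18, a costimulatory receptor of lymphocytes, rose in HOMO (2.47) and PKI (1.96). Ccl7, which attracts monocytes, fell in MKI (−1.34), HOMO (−3.99) and PKI (−2.38), and Cxcl14, a chemokine of the decidua, in HOMO (−2.00) and PKI (−3.95). The median of this list was −0.11 in MKI, −0.33 in PKI and −0.06 in HOMO, and the last lay above 0 with library totals only. They stood at percentiles of 0.0100, 0 and 1.53 of random lists. Over all genes tested, 686 of 16199 were called higher in HOMO and 390 of 16006 in PKI. In MKI 631 of 16074 were called, 286 of them lower and the rest higher. Both lists had a larger share called higher than all genes in MKI and in HOMO. In PKI this held for ECM-receptor interaction only. The share called lower was also larger in both lists, in every library. These shares were not tested, and enrichment of KEGG and GO terms was not analysed here. The medians therefore do not decide on enrichment.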

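Called genes of trophoblast giant cells were higher than in WT, and called genes of uterine natural killer cells were lower in PKI and went both ways in HOMO. Of 14 giant cell genes, 2 rose in PKI, 1 in MKI and 3 in HOMO and 0 fell, with median log2 fold changes of 0.48, 0.16 and 0.52 at percentiles of 100.0, 99.6 and 100.0. The 95% intervals of the medians in MKI (−0.16 to 0.43) and HOMO (−0.05 to 1.45) included 0. Prl3d2 and Prl3d3, 2 near-identical placental lactogen genes that may share reads, rose in HOMO (1.63 and 1.85), while their paralog Prl3d1 stood at 0.80. Prl4a1 rose in PKI (1.11). Of 16 measured genes of uterine natural killer cells, 8 fell in PKI and 2 in MKI, and of 18 in HOMO 7 rose and 1 fell. Their medians were −1.15 in PKI, −0.40 in MKI and 0.85 in HOMO (95% interval −0.39 to 1.15, 6 genes below 0). The list was written after the readable part of the paper's tables had been seen. Gzma, a granzyme of natural killer cell granules, rose in HOMO (1.67), and Gzmb rose in HOMO (1.15) and fell in PKI (−1.33). Klrb1b, an inhibitory receptor, fell in PKI (−4.17) and HOMO (−4.98). In the decidual stroma, the maternal tissue in which these cells lie, 4 of 16 genes fell in PKI, 0 were called in MKI, and 2 rose and 2 fell in HOMO, with medians of −0.55, 0.05 and 0.11. Bmp2 rose (1.24) and Htra1 fell (−1.27) in HOMO.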

Trophoblast giant cells lie at the edge of junctional zone, next to the maternal decidua in mouse. That may be related to the expansive junctional zone in MKI and HOMO placentas.

Since MKI and HOMO exhibited the same phenotypes, we next focused on the overlapped DEGs in MKI and HOMO placentas. The overlapped upregulated DEGs were more than the overlapped downregulated DEGs (91 vs 40) (Fig. 3d, e). 

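In MKI and HOMO together, 164 genes were called higher and 102 lower than in WT, of which 86 and 47 were not called in that direction in PKI. Of the genes not called in that direction in PKI, among those that had at least 200 counts in one library, the largest mean increases were those of Rtl1, Gm49527, Hnrnpa3, Vwa1, Foxl2 and Hist1h3d, the last of which was called lower in PKI. Vwa1, a matrix protein of basement membranes, had a ratio to WT of 4.85 (3.52 to 6.80) in MKI and 8.75 (6.45 to 12.1) in HOMO. Foxl2, a forkhead transcription factor, had 2.80 (2.05 to 3.88) and 8.16 (6.16 to 11.0). Gm49527 was counted 0 times in PKI, so it could not be called there. The largest mean decreases at this depth were those of Pirt, Cavin2, Dgkk, Chrdl1, Kctd12b and Lpar4. Chrdl1, a secreted antagonist of BMP, fell to 0.326 (0.299 to 0.355) in MKI and 0.339 (0.311 to 0.369) in HOMO, and Lpar4, a receptor of lysophosphatidic acid, to 0.375 (0.326 to 0.430) and 0.387 (0.337 to 0.444). Dgkk, Chrdl1, Kctd12b and Lpar4 are on chromosome X.
Among the 15859 genes tested in both, 334 were called higher in MKI and 658 in HOMO, and 277 and 393 lower. Lists of those sizes drawn independently from these genes would share 13.9 genes higher and 6.86 lower. With unchanged libraries simulated against the same WT library, a mean of 0.75 genes higher and 0.35 lower was shared at a BCV of 0.1. At a BCV of 0.243, the common value of the grouping by the maternal allele, 105.7 higher and 54.7 lower were shared. The simulated unchanged MKI libraries then had a mean of 406.6 genes called higher, more than were called in the MKI library. They also had more genes called lower than the 286 of the MKI library. That BCV includes the differences between WT and PKI and between MKI and HOMO. It may therefore be larger than the spread between placentas of the same genotype. Without replicates, the number of genes called in MKI at a BCV of 0.1 does not by itself show a difference from WT, and this simulation cannot decide on one. Where the pair of comparisons shared no library, 77 genes were higher and 22 lower in MKI against WT and HOMO against PKI (24.7 and 4.39 for independent lists), and 104 higher and 21 lower in MKI against PKI and HOMO against WT (33.8 and 5.74). The covariance of the log2 fold changes of MKI and HOMO to WT was 0.115 across 14550 genes, beside 0.0309 simulated at the lower and 0.140 at the higher BCV, and 0.00858 and −0.00238 where no library was shared. The covariance was far smaller where no library was shared, which argues against an effect common to MKI and HOMO alone as its main source. The overlap of calls was smaller where no library was shared, so part of the overlap against the same WT library may come from that shared control. It still exceeded independent lists there, and a shared control cannot account for that remaining excess, whose source was not tested. Against both WT and PKI, 46 genes were higher and 11 lower in MKI and in HOMO.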

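Hsd3b6, an enzyme of steroid hormone synthesis expressed in trophoblast giant cells, had 938 counts in WT, 1916 in PKI, 1839 in MKI and 2436 in HOMO. Its ratio to WT was 2.05 (1.89 to 2.22) in MKI and 2.77 (2.56 to 2.99) in HOMO, called higher in both, and 1.91 (1.77 to 2.07) in PKI, where it did not pass the threshold of the fold change. Atp5k, a subunit of mitochondrial ATP synthase, had 90, 99, 254 and 198 counts in the same order. It was called higher in MKI, with a ratio of 2.95 (2.31 to 3.80), and in HOMO, with one of 2.34 (1.82 to 3.04), and stood at 1.03 (0.765 to 1.38) in PKI. At a BCV of 0.2 the call of Hsd3b6 in MKI ended, and at 0.4 neither gene was called. In the grouping of the libraries by the maternal allele, the log2 fold change was 0.73 for Hsd3b6 and 1.39 for Atp5k, with an adjusted p of 0.917 and 0.917 from the quasi-likelihood test of edgeR.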

Two overlapped upregulated DEGs were verified by qRT-PCR (Supplementary Fig. 4d). Among the GO terms enriched by the overlapped upregulated DEGs (Fig. 3g), ‘Regulation Of Mitotic Spindle Checkpoint’ functions in the differentiation of placental trophoblast stem cells to trophoblast giant cells^42^. Due to placental vasculature has a branching structure and the endothelial cells come from extra-embryonic mesodermal cells-derived allantois^1^, ‘Regulation Of Morphogenesis Of A Branching Structure’, ‘Mesodermal Cell Fate Commitment’ are likely related to the MKI and HOMO phenotypes. The overlapped upregulated DEGs enriched in the KEGG terms (Fig. 3h) about the development and the functions of the placenta, like ‘ECM-receptor interaction’ and ‘Hematopoietic cell lineage’. 

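Of the genes of ECM-receptor interaction, 4 were called higher in both MKI and HOMO, namely Col6a5, Col6a6, Dmp1 and Gp1bb, and 1 was called lower, Cd36. Col6a5 and Col6a6 encode chains of collagen VI. Col6a6 had 17 counts in WT, 25 in PKI, 42 in MKI and 44 in HOMO. Dmp1, a matrix protein of bone and dentin, had 2, 0, 16 and 23 counts, with a ratio to WT of 8.37 (1.97 to 75.0) in MKI and 12.2 (3.03 to 107) in HOMO. Col6a5 and Gp1bb, a platelet glycoprotein, were called higher in PKI as well, with log2 fold changes of 2.02 and 1.60. Cd36, a receptor of thrombospondin and fatty acids, fell in MKI (0.383 (0.355 to 0.413) of WT) and HOMO (0.495 (0.462 to 0.531)) and had a ratio of 0.667 in PKI.
Among blood cell genes, the 3 embryonic globin genes rose in PKI and 2 of them in HOMO, with medians of 1.39 and 1.04, and stood at a median of 0.65 in MKI with 0 called. Of 16 erythroid genes, 2 rose in PKI, 0 were called in MKI, and 5 rose and 1 fell in HOMO, with medians of 0.44, 0.34 and 0.39. Slc4a1, the anion exchanger of red cells, rose in HOMO (1.31), and Sptb, an erythroid spectrin, did too (1.12). Of these globin and erythroid genes, 0 were called in both MKI and HOMO. These lists are not the KEGG term Hematopoietic cell lineage, which was not tested here, so they do not bear on that term.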

The abnormal fetal capillary endothelial cells in MKI and HOMO placentas may be responsible for ‘Hematopoietic cell lineage’, because a CD44^+^ subpopulation of placental endothelial cells exhibits hemogenic potential^43^.

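Cd44, a receptor of hyaluronan, had 1178 counts in WT, 1144 in PKI, 742 in MKI and 757 in HOMO. Its ratio to WT was 0.908 (0.836 to 0.986) in PKI, 0.659 (0.600 to 0.723) in MKI and 0.684 (0.624 to 0.750) in HOMO, and it was called in no library. Grouped by the maternal allele, its log2 fold change was −0.50 (standard error 0.169, adjusted p = 0.917 from the quasi-likelihood test of edgeR). These are counts of whole placentas and do not separate endothelial cells from the other cells.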

### *Gtl2* polyA knock-in results in dysregulation of placental genes in the *Dlk1-Dio3* domain

We performed transcriptomics analysis combined with qRT-PCR at E12.5 to determine the effect of *Gtl2* polyA knock-in on placental gene expression of chr12 in detail.

The expression of all coding genes in chr12 were shown in lines in Fig. 4a. Most genes expressed stably in three kinds of *Gtl2* polyA knock-in placentas compared to their WT control, except *Dlk1* and *Rtl1*, located in the *Dlk1-Dio3* domain, which increased significantly in MKI and HOMO placentas. However, the expression of another PEG in that domain, *Dio3* had no changes in any kinds of *Gtl2* polyA knock-in placentas (Fig. 4b). 

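Inside the domain, from 109452823 to 110281097 on chromosome 12, Dlk1 and Rtl1 were the genes called in MKI and HOMO, and 0 of its 3 genes were called in PKI. On the rest of chromosome 12, 12 genes were higher and 8 lower in MKI among 536 tested (3.73%), and 21 were higher and 12 lower in HOMO (6.10%). In PKI, 10 were higher and 33 lower among 526 (8.17%). On all other chromosomes the called share was 3.92% in MKI, 6.74% in HOMO and 8.29% in PKI. Of 17 genes flanking the domain, such as Yy1, Wdr25 and Evl, only Begain was called. Begain had 25 counts in WT, 12 in PKI, 37 in MKI and 62 in HOMO, a ratio to WT of 2.64 (1.64 to 4.39) in HOMO. Of 36 measured imprinted genes outside the domain, such as Igf2, Igf2r and Cdkn1c, 2 fell in PKI (Tfpi2 and Gatm) and 0 were called in MKI and HOMO, with medians of −0.24, −0.08 and −0.18. The counts of called genes on chromosome 12 outside the domain in MKI ranged from 0 to 41 over the alternative settings.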

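Dio3 (ENSMUSG00000075707), which encodes the deiodinase that inactivates thyroid hormones, lies at the distal end of the domain on chromosome 12 from 110279068 to 110281097 on the plus strand. It had 5263 counts in WT, 4595 in PKI, 5518 in MKI and 6128 in HOMO. Its ratio to WT was 0.816 (0.784 to 0.849) in PKI, 1.10 (1.06 to 1.14) in MKI and 1.24 (1.20 to 1.29) in HOMO, and it was called in none of them. Grouped by the maternal allele, its log2 fold change was 0.37 (standard error 0.155, adjusted p = 0.917 from the quasi-likelihood test of edgeR).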

In agreement with RNA-seq data, qRT-PCR showed that the expression of *Dlk1* in MKI and HOMO placentas almost were twice as those in WT and PKI placentas, and *Rtl1* in MKI and HOMO placentas expressed almost 10-20 times as those in WT and PKI ones (Fig. 4c). In WT placentas, *Dlk1* and *Rtl1* only express from the paternal allele. We hypothesized those two genes may express from both alleles in MKI and HOMO placentas. *Dio3* didn’t change expression in MKI and HOMO placentas, maybe because *Dio3* is not imprinted completely and biallelic expresses in the WT placenta^16^.

**Fig. 4:**
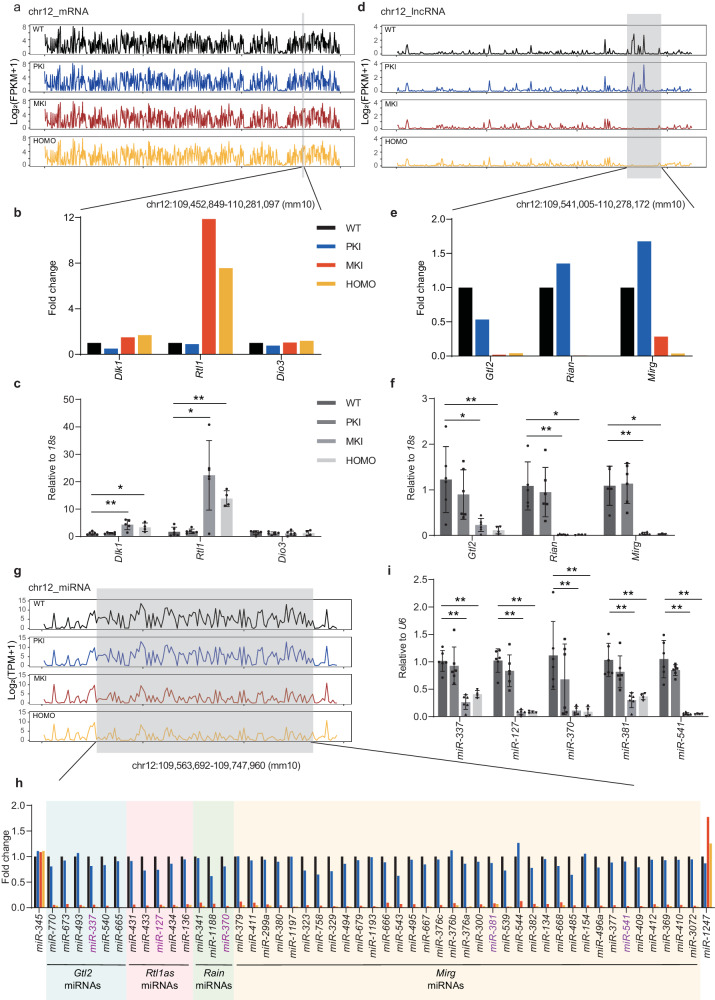
*Gtl2* polyA knock-in results in dysregulation of placental genes in the *Dlk1-Dio3* imprinted domain at E12.5. **a** RNA-seq demonstrates mRNA expression in *Gtl2* polyA knock-in and WT placentas overall chr12. *Dlk1-Dio3* imprinted domain is annotated in gray shade. **b** Compare gene expression of *Dlk1*, *Rtl1* and *Dio3* in the *Dlk1-Dio3* domain among *Gtl2* polyA knock-in and WT placentas using RNA-seq data. **c** qRT-PCR analysis confirm the expression of *Dlk1*, *Rtl1* and *Dio3* to *18* *s* in *Gtl2* polyA knock-in placentas. **d** RNA-seq demonstrates lncRNA expression in *Gtl2* polyA knock-in and WT placentas overall chr12. *Dlk1-Dio3* domain is annotated in gray shade. **e** Compared gene expression of *Gtl2*, *Rian*, and *Mirg* in the *Dlk1-Dio3* domain among *Gtl2* polyA knock-in and WT placentas using RNA-seq data. **f** qRT-PCR analysis confirm the expression of *Gtl2*, *Rian*, and *Mirg* to *18* *s* in *Gtl2* polyA knock-in placentas. **g** Small RNA-seq demonstrates miRNA expression in *Gtl2* polyA knock-in and WT placentas overall chr12. *Dlk1-Dio3* domain is annotated in gray shade. **h** Compare expression of miRNAs in *Dlk1-Dio3* domain detected by small RNA-seq in four genotype placentas. Seven miRNAs shown in light blue shade are located in *Gtl2* locus, five miRNAs shown in light pink shade are located in *Rtl1* antisense locus, three miRNAs shown in light green shade are located in *Rian* locus, and twenty-six miRNAs showed in light yellow shade are located in *Mirg* locus. The miRNAs shown in purple have been detected by qRT-PCR. **i** qRT-PCR analysis confirm the expression of *miR-337*, *miR-127*, *miR-370*, *miR-381* and *miR-541*, which we select from each locus in *Dlk1-Dio3* domain whose expression abolish in MKI and HOMO placentas but are normal in PKI placentas. In (**c**, **f**, **i**), biological duplication: WT *n* = 6, PKI *n* = 6, MKI *n* = 6, HOMO *n* = 4. The mean expression ± SD of each genotype is plotted. Student *t*-test is used to analyze the *p* values. *p < 0.05, **p < 0.01. In (**b**, **c**, **e**, **f**, **h**, **i**), gene expression levels in WT are arbitrarily set to 1.

All the lncRNAs expression in chr12 was shown in lines in Fig. 4d. The big changing lncRNAs located in the *Dlk1-Dio3* domain were annotated with gray shades. Contrary to coding genes, three main MEGs (*Gtl2*, *Rian*, and *Mirg*) had significant reduction in MKI and HOMO mutants (Fig. 4e). The qRT-PCR analysis confirmed that result. *Gtl2*, *Rian*, and *Mirg* hardly had any expression in MKI and HOMO ones, while their expression had not been affected in PKI by the transcription termination signals (Fig. 4f).

The *Dlk1-Dio3* domain harbors the biggest miRNA cluster in mice^44^, and almost all the miRNAs are expressed from the maternally inherited allele as we know. Also, the strong changing miRNAs in chr12 were mostly concentrated in the *Dlk1-Dio3* domain. These miRNAs had striking reduction in expression in MKI and HOMO placentas, but not in PKI placentas (Fig. 4g). Furthermore, we categorized those miRNAs according to their locus in the genome with lncRNAs (*Gtl2*, *Rtl1as*, *Rian*, *Mirg*) and then showed the results in different color shades. 

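The small RNA-seq data comprised 1 library of each genotype, without replicates. The authors' counts were given per mature miRNA, after alignment of the mapped reads to miRBase, and summed to 6898531 in WT, 5450561 in PKI, 7686689 in MKI and 6862466 in HOMO. The table had 2395 entries. Of these, 863 were miRNAs predicted by the authors, which held 0.114% of the counts in WT, 0.141% in PKI, 0.154% in MKI and 0.120% in HOMO. The annotation placed 1531 of the known miRNAs on GRCm38, 109 of them between Dlk1 and Dio3. Values were CPM, scaled to all miRNA counts of a library, and ratios to WT stand with the same exact 95% intervals as for the RNA-seq. A miRNA with at least 10 counts in WT was called lower where its ratio was under 0.5 and the interval lay below 1, and higher where the ratio was over 2 and the interval lay above 1. For the loci, the 2 arms of a hairpin were also summed. The grouping by the maternal allele and its test were those of the RNA-seq, on the 808 miRNAs that passed the filter on low counts.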

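On chromosome 12, 87 mature miRNAs of the domain and 7 outside it had at least 10 counts in WT. miR-1247, which the paper places beyond the domain, is counted outside it here, although it lies between Dlk1 and Dio3. In MKI 84 of the 87 were lower and 2 higher, in HOMO 85 were lower and 2 higher, and in PKI 2 were lower and 0 higher. The arm of the domain called neither way in MKI was miR-341-5p, of the Rian locus, with 11 counts in WT and a ratio of 0.326 (0.0758 to 1.10). Of the 7, miR-1247-3p was higher in MKI and 0 were called in PKI and HOMO. miR-203, a miRNA of stratified epithelia on chromosome 12 from 112130889 to 112130948, had a ratio to WT of 1.27 in PKI, 1.47 in MKI and 1.43 in HOMO. miR-342, from 108658638 to 108658702, had 0.857, 0.533 and 0.703.
Over all chromosomes, 562 miRNAs outside the domain had at least 10 counts in WT. Of these 14 were lower and 66 higher in MKI, 7 lower and 38 higher in HOMO, and 28 lower and 22 higher in PKI, with median ratios of 1.28, 1.20 and 1.01. These splits depended on the scaling. With TMM they were 29 lower and 27 higher in MKI and 11 lower in HOMO and 13 higher in PKI, and with DESeq2 size factors 38 lower and 25 higher in MKI, 16 lower in HOMO and 14 higher in PKI.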

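The miRNAs of the domain made up 5.28% of all miRNA counts in WT and 4.40% in PKI, but 0.302% in MKI and 0.146% in HOMO. These shares rest on 364086, 239949, 23242 and 9992 counts. Over the 50 hairpins of the domain with at least 10 counts in WT, the median ratio to WT was 0.894 in PKI, 0.0546 in MKI and 0.0209 in HOMO. The median ratio of the mature arms in MKI was 0.0556 for the Gtl2 locus, 0.0558 for the Rtl1 antisense locus, 0.0795 for Rian and 0.0522 for Mirg, and in HOMO 0.0186, 0.0258, 0.0167 and 0.0199. In PKI the 4 medians lay between 0.811 and 0.883. The most abundant hairpins of the Mirg locus after miR-541 were miR-409 and miR-379, with ratios of 0.0326 and 0.121 in MKI and 0.0147 and 0.0488 in HOMO. The paper reasons that maternal lncRNAs and miRNAs were silenced together because most of them belong to a large polycistronic unit that starts at Gtl2.

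**Figure D2:**
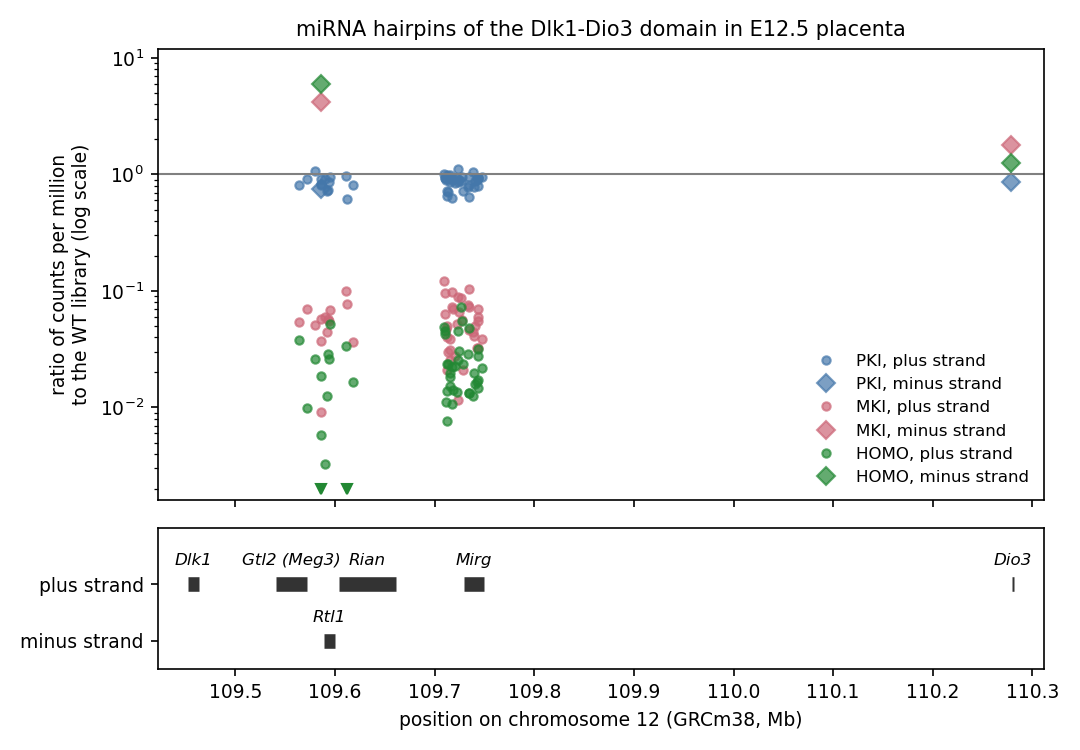
Ratio to WT (y axis, log scale) of the miRNA hairpins with at least 10 counts in WT by their position on chromosome 12 of GRCm38 (x axis), in the PKI, MKI and HOMO small RNA-seq libraries, above the genes of the domain; circles are hairpins of the plus strand, diamonds of the minus strand, and downward triangles mark a count of 0. The hairpins of PKI lie near 1, those of MKI around 0.0546 and those of HOMO around 0.0209, with miR-3544 and miR-1247 above WT in MKI and HOMO.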

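Of the 50 hairpins with at least 10 counts in WT, 7 belonged to the Gtl2 locus, 5 to the Rtl1 antisense locus, 3 to Rian and 35 to Mirg. With at least 1 count in WT there were 54, and with at least 100 counts 47. In MKI and in HOMO, 49 of the 50 were lower than in WT and 1, miR-3544, was higher, and in PKI 0 were lower or higher. miR-3544 lies on the minus strand from 109585813 to 109585873, opposite miR-337. It had 135 counts in WT, 80 in PKI, 634 in MKI and 804 in HOMO, a ratio to WT of 4.21 (3.50 to 5.11) in MKI and 5.99 (4.98 to 7.24) in HOMO. miR-431 had ratios of 0.0597 (0.0501 to 0.0708) and 0.00328 (0.00132 to 0.00676), and miR-433 of 0.0441 (0.0390 to 0.0496) and 0.0125 (0.00974 to 0.0157). miR-665 fell from 886 counts in WT to 9 in MKI and 0 in HOMO, and miR-1188 from 82 to 7 and 0. In 46 of the 50 hairpins the ratio was higher in MKI than in HOMO. Grouped by the maternal allele, 82 of 85 mature arms of the domain were lower and 2 higher at an adjusted p under 0.05 from the quasi-likelihood test of edgeR, with a median log2 fold change of −4.89. With WT left out 54 were lower and 0 higher, and with PKI left out 39 and 0.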

As shown in Fig. 4h, small RNA-seq had detected 49 miRNAs originating from the *Dlk1-Dio3* domain, all the miRNAs reduced expression in MKI and HOMO placentas. While *miR-345* and *miR-1247* located separately before and after *Dlk1-Dio3* domain did not exhibit that expression trend. 

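miR-345 lies on chromosome 12 from 108836989 to 108837048, proximal to Dlk1, and miR-1247 from 110278058 to 110278115 on the minus strand, next to Dio3. miR-345 had 6615 counts in WT, 5797 in PKI, 8012 in MKI and 7288 in HOMO. Its ratio to WT was 1.11 (1.07 to 1.15) in PKI, 1.09 (1.05 to 1.12) in MKI and 1.11 (1.07 to 1.15) in HOMO. miR-1247 was less abundant, with 140, 96, 277 and 175 counts. Its ratio was 0.868 (0.662 to 1.13), 1.78 (1.44 to 2.19) and 1.26 (1.00 to 1.58) in the same order. Of its arms, miR-1247-3p was called higher in MKI, from 12 counts in WT to 58, with a ratio of 4.34 (2.30 to 8.87), and miR-1247-5p and both arms of miR-345 were called in no library. By the annotation miR-1247 lies within the span from Dlk1 to Dio3.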

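The 5 miRNAs come from 4 parts of the domain. miR-337 belongs to the Gtl2 locus, miR-127 to the Rtl1 antisense locus, miR-370 to Rian, and miR-381 and miR-541 to Mirg. On chromosome 12 their hairpins start at 109585818, 109592854, 109618270, 109726829 and 109742422. miR-127, the most abundant of them, fell from 89653 counts in WT to 5742 in MKI and 2560 in HOMO, with ratios to WT of 0.0575 (0.0560 to 0.0590) and 0.0287 (0.0276 to 0.0299). miR-541 fell to 0.0326 (0.0313 to 0.0340) of WT in MKI and 0.0166 (0.0156 to 0.0177) in HOMO, and miR-370 to 0.0363 (0.0333 to 0.0394) and 0.0166 (0.0146 to 0.0189). miR-337 had 0.0573 (0.0517 to 0.0635) and 0.0188 (0.0155 to 0.0226), and miR-381 0.0865 (0.0810 to 0.0923) and 0.0730 (0.0678 to 0.0786). In PKI the ratios were 0.814 for miR-337, 0.743 for miR-127, 0.808 for miR-370, 0.875 for miR-381 and 0.904 for miR-541, and none of these was called.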

We selected several miRNAs (*miR-337*, *miR-127*, *miR-370*, *miR-381* and *miR-541*) in the domain that have high expression levels from each category, and then confirmed downregulation by qRT-PCR (Fig. 4i).

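Over the whole genome, the grouping of the libraries by the maternal allele called 93 miRNAs changed, 84 of them in the domain and 9 outside it. With WT left out 57 were called, 3 of them outside the domain, and with PKI left out 40, 1 of them outside. Without MKI 31 and without HOMO 21 were called outside it. The known miRNAs outside were miR-128-3p, miR-129-5p, miR-143-3p, miR-27a-3p and miR-99a-5p, which rose, and miR-182-5p and miR-7a-5p, which fell. The log2 fold change was 1.13 for miR-27a-3p, 0.85 for miR-143-3p, a miRNA of smooth muscle, and −0.80 for miR-182-5p. On chromosome 12 outside the domain, 0 of 8 miRNAs passed an adjusted p of 0.05 from the quasi-likelihood test of edgeR. For the mRNAs, the same test called 0 of 15585 genes, with 608 genes (351 higher and 257 lower) at an unadjusted p under 0.05, while DESeq2 called 24. Those 24 included Rtl1, Dlk1, Hnrnpa3, Chrdl1, Lpar4, Vwa1, Bmp2, Umod and Lyve1. The other groupings of 2 libraries against 2 called 0 miRNAs. For the mRNAs, the grouping by the paternal allele had more genes than that by the maternal allele, 698 at an unadjusted p under 0.05 from the test of edgeR and 90 called by DESeq2. WT and HOMO against PKI and MKI had 360 and 10. These mRNA counts therefore do not set the maternal allele apart.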

Summing up, *Gtl2* polyA knock-in mainly influences the *Dlk1-Dio3* domain in chr12. WT and PKI placentas have a same expression pattern, without big changes in PEGs or MEGs. 

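In PKI, 0 of the 3 domain genes of the RNA-seq and 2 of the 87 domain miRNAs, miR-494-5p and miR-679-3p, passed the thresholds against WT. Both arms are of the Mirg locus and had 11 and 68 counts in WT, and their ratios were 0.115 (0.00267 to 0.792) and 0.484 (0.296 to 0.771). Over the whole transcriptome, the log2 ratios between PKI and WT had an SD of 0.582 across 14550 genes, beside 0.403 between MKI and WT and 0.513 between HOMO and WT.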

While MKI and HOMO placentas also have a same expression pattern, PEGs expression increase significantly, and MEGs expression are almost silenced. 

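Between MKI and HOMO, the log2 ratios had an SD of 0.442 over those genes, and 841 genes were called. Between PKI and MKI the SD was 0.537 with 1130 genes called, and between PKI and HOMO 0.606 with 1495. Of the paternally expressed genes of the domain, Rtl1 was higher in MKI than in HOMO, at 193 and 122 CPM, and Dio3 stood at 83.0 and 93.8. The values of Dlk1 in the 2 libraries had overlapping intervals. The paper concludes from the expression of these genes and miRNAs that the maternal knock-in allele raised paternally expressed genes and almost silenced maternally expressed ones, with WT and PKI alike and MKI and HOMO alike. It reports Dio3 as unchanged.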

Maternal expressed lncRNAs and miRNAs have the same silenced expression pattern because most maternal noncoding RNAs are expressed as part of a large polycistronic transcription unit starting at *Gtl2*^28^, and they are regulated by polyA signal.

### *Gtl2* polyA knock-in results in dysregulation of genes in the *Dlk1-Dio3* domain in the labyrinth

To explore the underlying molecular mechanism of *Dlk1-Dio3* imprinted domain in *Gtl2* polyA knock-in impaired placental vasculature maintenance, we visualized and compared the spatial expression patterns of *Dlk1, Gtl2, Rtl1*, *miR-127* and *Rian* in the placental labyrinth of different genotypes by in situ hybridization at E12.5.

Endothelial cell specific expression of *Dlk1* were not been affected in PKI vasculature, but the transcripts were significantly upregulated in MKI and HOMO endothelial cells without difference in expression position (Fig. 5a). The spatiotemporal expression patterns of *Dlk1* transcripts were consistent with those of DLK1 protein in *Gtl2* polyA knock-in placentas (Fig. 2e). In WT labyrinth vasculature, *Gtl2* expression signals were detected in dots around the fetal capillaries that contain bigger immature erythrocytes, just as the previous research reported^45^. PKI didn’t change the position and intensity of *Gtl2* expression, and correspondingly there were no differences in phenotype in PKI labyrinth vasculature. In MKI and HOMO labyrinth, most signals disappeared, but occasionally several expression signals could be seen. PolyA signal knock-in could inhibit the transcription of *Gtl2*, but not completely (Fig. 5b). *Rtl1* and its regulator, *miR-127* expression concentrated in WT and PKI vasculature, but without strong signals. In MKI and HOMO placentas, *Rtl1* upregulated strikingly and *miR-127* hardly expressed (Fig. 5c, d). *Rian*^46^ expressed around the fetal capillaries in WT and PKI vasculature, while it was hardly to see expression in MKI and HOMO ones, just like *Gtl2* (Fig. 5e).

**Fig. 5:**
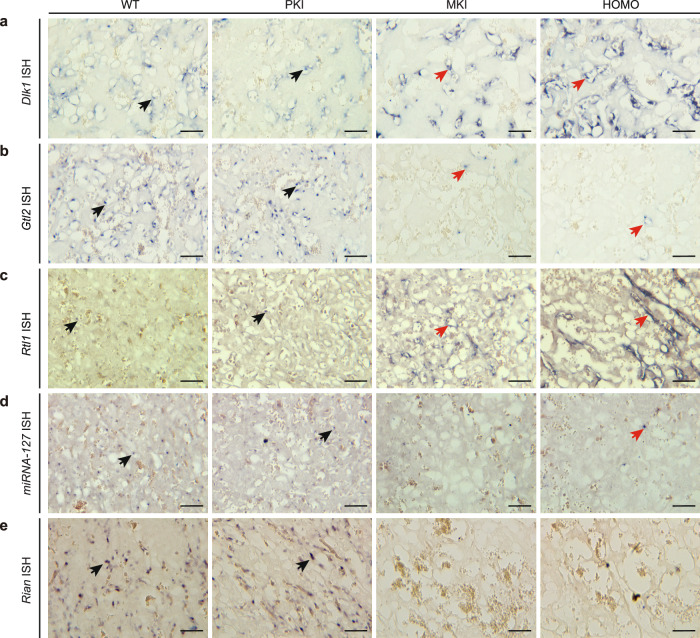
Dysregulation of genes in the *Dlk1*-*Dio3* imprinted domain in the labyrinth of *Gtl2* polyA knock-in placentas at E12.5. **a**–**e** In situ hybridization results show the expression pattern of *Dlk1, Gtl2, Rtl1, miR-127* and *Rian* in the labyrinth of *Gtl2* polyA knock-in and WT placentas, separately. Black arrows indicate gene expression normally in WT and PKI vasculature and red arrows indicate upregulated or downregulated gene expression in MKI and HOMO vasculature. In (**a**–**e**), scale bars: 50 μm.

MKI and HOMO showed low-level residual expression of MEGs, presumably reflecting read-through of the polyA signal by RNA polymerase. Generally, genes in *Dlk1-Dio3* domain like *Dlk1, Gtl2, Rtl1, miR-127 and Rian*, which dysregulated in MKI and HOMO labyrinth might directly cause placental vasculature abnormality.

### *Gtl2* polyA knock-in induces *Dlk1* loss imprinting

We observed *Dlk1* and *Rtl1* expression increased doubly and several times respectively in MKI and HOMO placentas. They might lose their imprinting and further activation might come from the normally repressed maternal allele. 

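Against the PKI library, an alternative reference chosen after seeing the data, Dlk1 had a ratio of 2.94 (2.84 to 3.05) in MKI and 3.03 (2.92 to 3.13) in HOMO, and Rtl1 one of 13.1 (12.3 to 13.9) and 8.23 (7.72 to 8.77). Grouped by the maternal allele, the log2 fold change of Dlk1 was 1.30 (standard error 0.189, adjusted p = 0.917 from the quasi-likelihood test of edgeR). Its call moved with the test and the libraries. The adjusted p was 8.53e-06 from DESeq2, and from edgeR 0.0324 with WT left out, 0.180 with PKI left out and 1.00 with MKI or HOMO left out, at log2 fold changes of 1.58, 1.07, 1.31 and 1.28 in that order. Adjusted over the list alone of the 3 paternally expressed genes of the domain, Dlk1 and Rtl1 passed the test of edgeR and Dio3 did not. The paper had already reported Dlk1 and Rtl1 as higher in these libraries, and an adjustment within a list does not allow for the number of lists. It is therefore not independent support.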

We further proved our hypothesis using a single nucleotide polymorphism (SNP) of *Dlk1* between DBA/2 J (DBA) (A-T) and C57BL/6 N (B6) (G-C) mice. After amplifying the cDNA fragment containing the SNP and sequencing, *Dlk1* was indeed biallelically expressed in MKI and HOMO placentas at E12.5. *Dlk1* was normally expressed from paternal allele in PKI placentas (Fig. 6a). Strand-specific RT-PCR of *Dlk1* verified that result and *Dlk1* had a similar expression level in both stands in MKI and HOMO (Supplementary Fig. 8a).

**Fig. 6:**
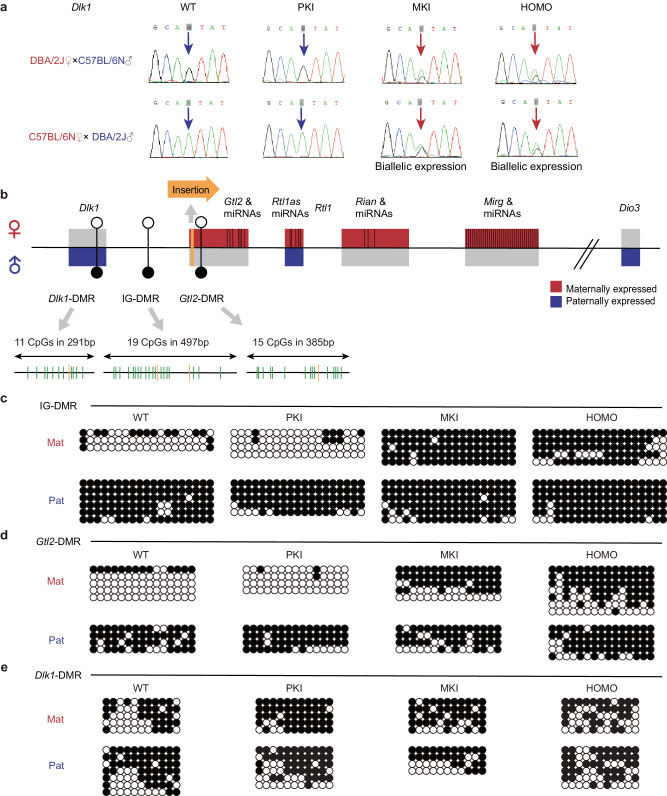
Imprinting status analysis of *Dlk1* and DNA methylation analysis of DMRs in the *Dlk1*-*Dio3* imprinted domain in *Gtl2* polyA knock-in placentas at E12.5. **a** Monoallelic expression of *Dlk1* in WT and PKI placentas and biallelic expression of *Dlk1* in MKI and HOMO placentas. Allelic-specific gene expression is determined by the SNP between C57BL/6 N (B6) and DBA/2 J (DBA) mice. Total RNA are extracted from *Gtl2* polyA knock-in placentas and their WT control. After purifying RNA and RT-PCR, PCR products containing the SNP for *Dlk1* are sequenced. Blue arrows indicate monoallelic *Dlk1* expression exclusively from the paternal allele and red arrows indicate detected biallelic *Dlk1* expression. **b** Schematic representation of DMRs (IG-DMR, *Gtl2*-DMR, *Dlk1*-DMR) in *Dlk1*-*Dio3* domain. The inserted sequence is in orange arrow. Filled circles represent methylated DMRs and hollow circles represent unmethylated DMRs. Green vertical lines represent the CpG dinucleotides in each DMR, and the yellow vertical lines represent SNPs between B6 and DBA mice. **c**–**e** Methylation status of IG-DMR, *Gtl2*-DMR and *Dlk1*-DMR in *Gtl2* polyA knock-in and WT placentas separately. Each row represents one clone. SNPs are used to distinguish paternal allele clones from maternal allele clones. Filled and hollow circles indicate methylated and unmethylated CpG sites, respectively.

Upregulation of *Rtl1* was more striking in MKI and HOMO, much higher than twice that in WT. 

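Rtl1 was the gene of the domain with the largest increase. Its log2 fold change was 3.38 in the libraries with a maternal knock-in allele (standard error 0.248, adjusted p = 0.106 from the quasi-likelihood test of edgeR). Its adjusted p was 0.0393 without the filter on low counts and 0.0290 with a term for the paternal allele, 0.113 with DESeq2 size factors and 4.68e-37 from DESeq2. Without 1 library the adjusted p of edgeR was 0.0460 (WT left out), 0.107 (PKI), 0.0675 (MKI) and 0.0401 (HOMO).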

The results were consistent with the existing *Gtl2* knock-out mice, partly owing to loss of imprinting^9,27^. Overexpression of *Rtl1* also came from the absence of maternally expressed miRNAs. Several miRNAs (eg. *miR-127* and *miR-136*) coming from *Rtl1* antisense (*Rtl1as*) can directly interact with *Rtl1* transcripts and partly degrade *Rtl1* transcripts through the RNAi-mediated method^21^. 

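The Rtl1 antisense locus held 5 hairpins with at least 10 counts in WT, miR-431, miR-433, miR-127, miR-434 and miR-136, between 109589193 and 109600330 on the strand opposite Rtl1. All 10 of their mature arms were lower than in WT in MKI and in HOMO, and 0 were called in PKI. miR-434 fell from 31196 counts in WT to 1925 in MKI and 804 in HOMO, with ratios of 0.0554 (0.0529 to 0.0580) and 0.0259 (0.0241 to 0.0278). miR-136 fell from 3269 to 248 and 171, with ratios of 0.0681 (0.0596 to 0.0775) and 0.0526 (0.0448 to 0.0613). In PKI, miR-434 had 0.860 and miR-136 0.945 of WT. In the grouping by the maternal allele, the median log2 fold change of the 10 arms was −4.75, and each was lower at an adjusted p of 0.0100 or less from the quasi-likelihood test of edgeR. With WT left out 7 of the 10 passed, and with PKI left out 6.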

In MKI and HOMO placentas, all the miRNAs from *Rtl1as* almost had abolished expression (Fig. 4h), leading to *Rtl1* being upregulated significantly instead of the double dose expected from loss of imprinting.

During development, *Gtl2* expression can overlap the maternal *Dlk1* gene locus, and prevent *Dlk1* activation on the maternal allele to control its imprinting^47^. Thus, the abolished expression of MEGs lead to PEGs (*Dlk1* and *Rtl1*) lose imprinting in MKI and HOMO placentas. Since imprinting errors are always causal to some developmental disorders, imprinting status change of PEGs may be associated with placental defects directly in MKI and HOMO placentas.

### Analyze methylation status of DMRs in *Dlk1-Dio3* domain in the *Gtl2* polyA knock-in placentas

To investigate how *Gtl2* polyA knock-in affects the up and downstream gene expression and imprinting status, and whether it functions through changing the methylation of DMRs in the placenta or not, we examined methylation status of DMRs at E12.5 by using the bisulfite-sequencing.

IG-DMR, located between *Dlk1* and *Gtl2*, functions as the main ICR in the *Dlk1-Dio3* domain. Its knock-out^8,48^ or slight methylation status change^49^ can change the imprinting status and secondary ICRs in the domain. We chose a 497 bp sequence of 19 CpG sites in IG-DMR to present it (Fig. 6b). This sequence contains two SNPs in DBA and B6 mice so that we can distinguish the paternal allele from maternal one^50^. As the result showed in Fig. 6c, IG-DMR was hypermethylated in the paternal allele and hypomethylated in the maternal allele in PKI placentas, consistent with WT. In MKI and HOMO placentas, IG-DMR became hypermethylated in both alleles.

*Gtl2*-DMR covers from the promoter to intron1 of *Gtl2*, as a secondary ICR for adjacent imprinted genes^51^. We detected the methylation of 15 CpG sites in a 385 bp sequence in *Gtl2*-DMR (Fig. 6b). This fragment is located in intron1 of *Gtl2* and behind the site of polyA knock-in. In WT placentas, *Gtl2*-DMR had parental origin-specific differential methylation status, with hypermethylation in the paternal allele and hypomethylation in the maternal allele. There was no change in methylation pattern observed in PKI placentas. Whereas, in MKI and HOMO placentas, the methylation levels increased, when the paternal alleles were hypermethylated, the maternal alleles were found to be hypermethylated, too (Fig. 6d).

*Dlk1*-DMR in the exon5 of *Dlk1* with paternal allele-specific methylation are found in many tissues, and biallelic methylation in placental tissue^10^. In three kinds of *Gtl2* polyA knock-in mice, *Dlk1*-DMR showed that hypermethylation on both alleles and the overall methylation levels had unaltered. So, the changes in expression and imprinting status of *Dlk1* were not related to *Dlk1*-DMR (Fig. 6e). The results of IG-DMR, *Gtl2*-DMR and *Dlk1*-DMR in other two biological replicates were provided in Supplementary Fig. 8b–d.

Those results indicate that *Gtl2* polyA knock-in regulates the gene expression and imprinting through leading methylation at IG-DMR and *Gtl2*-DMR in MKI and HOMO placentas. No changes in those DMRs make sure proper gene expression and imprinting in the *Dlk1-Dio3* domain in PKI placentas. *Gtl2*-DMR differential methylation in WT placentas initiates after the blastocyst stage and completes at E6.5^51^. The time of establishing *Gtl2*-DMR differential methylation pattern is later than the time of *Gtl2* imprinting expression^52^, and we thought that the hypermethylated *Gtl2*-DMR functions to suppress MEGs expressed in MKI and HOMO placentas.

## Discussion

Despite *Dlk1-Dio3* imprinted domain is such important in prenatal and postnatal growth in both mouse and human^6,53^, there are few studies focusing on MEGs in the developing placenta, which is critical to ensure embryonic development properly. Combined with *Gtl2* polyA knock-in model mice, our study explains that maternal RNA transcription plays important roles in maintaining vasculature in placental development. MKI and HOMO lead to expanded junctional zone and reduced labyrinth, with poor vasculature formation both in fetal and maternal blood spaces. MKI and HOMO dysregulate DNA methylation, imprinting status and then lead to gene expression dysregulated in the *Dlk1-Dio3* domain. PKI didn’t show these changes (Fig. 7).

**Fig. 7:**
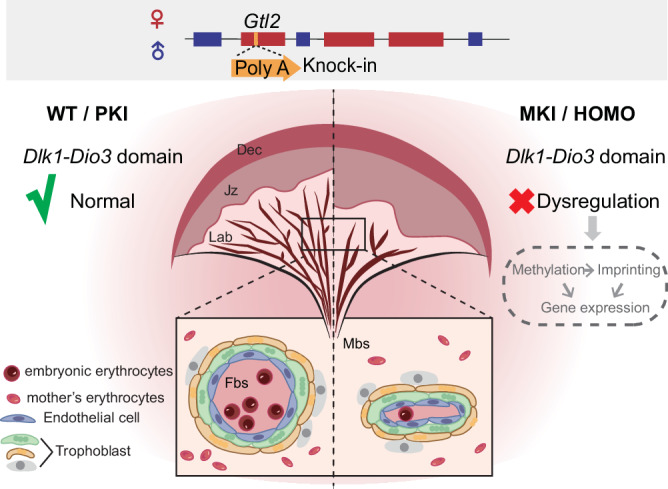
A schematic illustrating the changes in *Gtl2* polyA knock-in placentas in this study. PloyA signal is inserted into *Gtl2*. PKI placenta shows the similar phenotypes in placental morphology with WT, and *Dlk1-Dio3* imprinted domain works normally. MKI and HOMO placentas show the similar phenotypes, with expanded junctional zones and reduced labyrinth areas. Fetal blood spaces are reduced, and maternal blood spaces are larger in the labyrinth. Then, the DNA methylation and imprinted status are affected, leading to gene expression disregulated in the *Dlk1-Dio3* domain.

Here our model mice have shown great advantages. Unlike the existing *Gtl2* knock-out models with large-scale DNA sequence deletion^26,27^, our *Gtl2* polyA knock-in mice are only inserted with a 147 bp DNA sequence, which eliminates the effect of varying degrees of the disruption of DNA elements therein, the missing of miRNAs and the change of chromatin structure. On the other hand, unlike conventional recombination technology in which the targeted region was replaced by a neomycin resistant gene (Neo) cassette, *Gtl2* polyA knock-in mice can avoid additional gene expression impact caused by the promoter of Neo. Maternal *Gtl2/Meg3*-DMR deletion (*Meg3*^Δ(1-4)/+^) mice in Wende Zhu’s research exhibited dysregulating gene expression, loss-of-imprinting in the placentas and embryonic lethality, which are similar to our MKI and HOMO mice. *Meg3*^Δ(1-4)/+^ placentas did not exhibit altered DNA methylation, which is quite different from our MKI and HOMO placentas^9^. Different methods to establish model mice, operating on different genomic regions, and acquisition and deletion of sequences in those two model mice all likely lead to quite different effects on the genome and epigenetics (DNA methylation).

IG-DMR functions as the main ICR of *Dlk1-Dio3* imprinted domain, regulating imprinting status, secondary DMRs, and histone modifications^54^. *Gtl2* lncRNA can bind to PRC2^55^ components (Ezh2, Eed, and Suz12) directly, and then they inhibit interaction of Ezh2/PRC2 at the IG-DMR locus and subsequent deposition of H3K27me3, which is associated with allelic DNA methylation. The presence of Ezh2/PRC2 in association with *Gtl2* lncRNA prevents Dnmt3s recruitment and subsequent de novo DNA methylation at IG-DMR, and ultimately keeps unmethylation in the maternal allele, and drives expression of the maternal *Gtl2-Rian-Mirg* locus^56^. The insertion of polyA signals prevented the transcription of *Gtl2* in MKI and HOMO placentas. In the absence of *Gtl2* lncRNA, maybe it is unable to prevent recruitment of Dnmt3s at the IG-DMR locus. Dnmt3s are then recruited to the IG-DMR and deposit de novo DNA methylation, leading to DNA methylation in the maternal IG-DMR. Hypomethylated maternal IG-DMR functions as an enhancer to activate MEGs transcription. When the hypomethylated maternal IG-DMR is methylated through CRISPR/Cas9 based targeted DNA methylation editing tools, the entire IG-DMR is hypermethylated and maternal *Gtl2* is repressed, *Dlk1* is expressed biallelically, and *Gtl2*-DMR gains methylation on the maternal allele^54^. Here, we think maternal RNA transcription ensures the right gene expression pattern, imprinting status and *Gtl2*-DMR methylation status through IG-DMR within the *Dlk1-Dio3* domain. Besides, *Gtl2* lncRNA can control the imprinting status of *Dlk1* directly. *Gtl2* lncRNA can partially retain in cis and overlap the maternal *Dlk1*, and prevent the deposit of H3K4me3 and H3K27ac, and then prevent *Dlk1* activation on the maternal allele^47^. The WT placenta displays biallelic methylation at *Dlk1*-DMR^10^, and in PKI, MKI and HOMO placentas, the methylation status of *Dlk1*-DMR don’t have altered. The DNA methylation status of the *Dlk1*-DMR may not be regulated by IG-DMR, and not function in regulating the expression and imprinting status of *Dlk1* in *Gtl2* polyA knock-in placentas.

Gene expression analysis concludes that MKI and HOMO placental abnormalities cannot be attributed to any single gene in the *Dlk1-Dio3* domain, because the whole domain is dysregulated, and multiple imprinted genes don’t have the correct expression dosage. To figure out the regulation of each MEG in the domain, in future studies, different polyA knock-in model mice can be constructed through inserting transcriptional termination signal into *Rtl1as*, *Rian* and *Mirg*. Compared with different model mice, we can estimate the function of each MEG in histology, gene expression and epigenetics.

In the labyrinth, MKI and HOMO placentas cannot form fine, mesh-like structure of the fetal vasculature, where *Gtl2*, *Dlk1*, *Rian, Rtl1* and *miR-127* express dysregulated (Fig. 5). These genes were reported functional in both vascular endothelial cells and trophoblast cells. *Gtl2/Meg3* can protect endothelial functions by regulating the DNA damage response through P53 signaling^57^. *Gtl2/Meg3* deficiency induces cellular senescence of hepatic vascular endothelium and impairs glucose homeostasis and insulin resistance in obesity^58^. *Gtl2/Meg3* can regulate the proliferative and invasive capacities by activating the RAS-MAPK pathway^59^, migration and apoptosis by Notch1 signal^60^, and epithelial-mesenchymal transition by miR-210 of trophoblasts^61^. DLK1, as an atypical NOTCH ligand, has membrane-bound and secreted isoforms and functions in stimulating angiogenesis in the endothelial cells^62^. In the mouse placenta and embryo, *Dlk1* expresses in the sites of branching morphogenesis to mark the developing endothelium^24^. During placental development in human and mouse, *Rian/Meg8* is involved in regulating trophoblast functions^46^. *Rtl1/Peg10* was the first one in the domain proved essential for placental vasculature maintenance from mid- to late-gestation, even in horses^19,38^.

Abnormality in the labyrinth will directly affect the substance transfer between maternal and fetal blood^2^. Placental vasculature defects may destroy placental hematopoietic niche, thereby affecting the fetal hematopoietic system, because placental vascular labyrinth provides a niche where hematopoietic stem cells generate and expand^43,63^. In addition, junctional zone mainly consists of spongiotrophoblasts and glycogen trophoblasts. They function in remodeling maternal central arterial sinuses and produce many specialized products, like hormones, angiogenic factors and so on^1^. As another important part of the placental architecture, junctional zone expand in MKI and HOMO placentas without obvious difference in histology through H&E staining. We think the cell numbers in MKI and HOMO junctional zones might increase then lead to related functional changes. All the hypotheses should be verified by further studies. The histological phenotypes were not found in PKI placentas, which does not mean that there are no changes. In PKI placentas there exist the most DEGs and DEGs enriched in many KEGG and GO terms (Supplementary Figs. 5–6). Compared to MKI and HOMO placentas, the phenotypes of PKI placentas are more similar to WT.

It is undeniable that the abnormality of the placentas will directly affect *Gtl2* polyA knock-in embryonic development, however, we think that the current research about placental vasculature defects can’t conclude that the abnormal placentas are the only cause of lethality in MKI and HOMO mice. Due to the presence of ‘placenta-heart axis^64^’, ‘placenta-brain axis^65^’ and so on, MKI and HOMO embryos may die from developmental disorders of multiple organs that exert reciprocal regulation^3,66^. We herein cannot attribute the lethality to one organ accurately because the model mice are global *Gtl2* polyA knock-in. Constructing conditional knockout mice or the tetraploid-chimera-based rescue of placental abnormality may point out whether the lethal effect organ is the placenta or not.

Our findings emphasize the maternal RNA transcription functions in regulating *Dlk1-Dio3* imprinted domain and makes sure placental vasculature in the mouse placenta. They will significantly facilitate deeper understanding of regulatory mechanisms in the *Dlk1-Dio3* imprinted domain and clear explaining of some pregnancy-related diseases associated with imprinted genes or placental malformations.

## Methods

### Ethics statement

Experimental procedures involving mice were performed in strict accordance with the Guide for the Care and Use of Laboratory Animals from the Harbin Institute of Technology (HIT) and approved by the Institutional Animal Care and Use Committee (IACUC-2023066) or Animal Experimental Ethics Committee of HIT. We have complied with all relevant ethical regulations for animal use.

### Mice

The *Gtl2* polyA knock-in mice were generated by insertion of 3x polyA transcription termination signals into the intron 1 of *Gtl2*. The chromosomal position of insertion: mouse (GRCm38/mm10) chr12: after 109,541,067.

Based on the Easi-CRISPR technology, single guide RNA (sgRNA), single strand DNA donor (ssDNA donor), and Cas9 protein were prepared for microinjection. The sequences of sgRNA and ss DNA donor were described in Supplementary Table 2. After pronuclear injection to edit the zygotes of BDF1 (B6 × DBA) strain mice and surgically transplanting blastocysts into the uterus of surrogate mice, the founder with positive insert was successfully obtained.

The founder mouse was backcrossed into DBA and B6 genetic background, respectively, to gain *Gtl2* polyA knock-in mice with DBA background and B6 background. For imprinting analysis and methylation analysis, the *Gtl2* polyA knock-in mice in DBA background were used to mate with those in B6 background. All other experiments used *Gtl2* polyA knock-in mice in DBA background.

8 week-old DBA and B6 mice were procured from Charles River. All the mice were housed in a 12 h light–dark cycle with free access to food and water. Mouse mating was performed at night, and the next morning, when the copulation plug in the female was found, was designated as E0.5. The pregnant mice were sacrificed at the indicated times, and the placentas were collected after being dissected from the conceptus.

### Genotyping

Genomic DNA was isolated from the tails of postnatal mice or the yolk sac of embryos and was directly used as PCR template. PCR was performed using primer pairs to distinguish the WT and *Gtl2* polyA knock-in mutants. Band sizes: wild type, 532 bp; mutant, 679 bp. The primers were described in Supplementary Table 3.

### Histological analysis and image analysis

Placentas were fixed in 4% paraformaldehyde overnight, and then dehydrated in gradient ethanol to 100% ethanol, cleared in xylene substitute and infiltrated with paraffin. Then the tissues were embedded in paraffin wax. Tissue sections were cut into 5μm using a microtome, mounted on glass slides, and stained with H&E according to the standard procedures.

All slides were imaged using software ZEN (ZEISS) and image areas were analyzed using software ImageJ. The methods to distinguish the maternal and fetal blood spaces, and to calculate their relative proportions in the labyrinth have been previously described^67^.

### In situ hybridization (ISH)

Amplify the part of cDNA of target genes as probes. The primers used were described in Supplementary Table 3. The amplifying cDNA fragment was inserted into pBlueScript II KS (+) vector. After single emyze digestion, the purified and linear cDNA fragment was used as RNA probe synthesis template. Then, digoxigenin (DIG)-labeled RNA probes were prepared according to the manufacturer’s instructions by DIG RNA labeling kit (Roche). The RNA probes were stored at −80 °C until use.

The paraffin sections with 8 μm thickness were dewaxed and rehydrated. Digested the sections with 4 μg/ml proteinase K (Alphabiotech) at 37 °C for 15 min. Using Glycine terminated digestion reaction, the sections were put into acetylation solution (530 μl triethanolamine, 70 μl 37% HCl, 100 μl acetic acid, DEPC-treated water to 40 ml) for 15 min at room temperature. Sections were pre-hybridized in hybridization buffer (50% formamide, 5*SSC, 1*Denhardt’ solution, 10 mg/ml yeast tRNA, 10 mg/ml salmon sperm DNA) at 65 °C for 1 h and were incubated with RNA probes (500 ng/ml in hybridization buffer) at 65 °C for overnight. Sections were washed with 0.2*SSC at 65 °C and were blocked with blocking buffer (10% skim milk powder in maleic acid buffer) for 1 h at room temperature and were incubated at 4 °C overnight with alkaline phosphatase-conjugated anti-DIG antibody (1:3000 dilution, 54732420, Roche). Hybridization signals were detected with NBT/BCIP Stock Solution (Roche).

The sections for *Tpbpa* were stained with eosin finally.

### Immunohistochemistry (IHC)

The paraffin sections with 8 μm thickness were dewaxed and rehydrated. Antigen retrieval was performed by microwaving samples in citrate buffer at pH 6.0. After blocking with 3% bovine serum albumin (BSA, BioFroxx) in PBS for 1 h at room temperature, the sections were incubated with primary antibodies in blocking buffer overnight at 4 °C. Primary antibodies used were: rabbit monoclonal anti-CD31 (1:100 dilution, #77699, CST); rabbit monoclonal anti-DLK1 (1:200 dilution, ab210471, Abcam). After washing with PBS, the sections were incubated with HRP Goat Anti-Rabbit IgG (1:5000 dilution, AS014, ABclonal) in PBS for 1 h at 37 °C. Chromogenic detection was performed by DAB (ZSGB-BIO) staining. When the appropriate color appeared, the sections were stained with hematoxylin.

### RNA isolation and quantitative real-time RT-PCR

Total RNA was isolated from E12.5 placentas by using RNAiso (TakaRa) and was treated with DNase I (Thermo Scientific) to remove genomic DNA. Recombinant RNase Inhibitor (TakaRa) was used to protect RNA from degradation.

To detect mRNA and lncRNA expression, the RNA was used to synthesize cDNA by PrimeScript™ RT reagent Kit (TakaRa). Reverse transcription for miRNA was performed using Mir-X™ miRNA First-Strand Synthesis (TakaRa). Then, quantitative PCR (CFX96™ Real-Time System, Bio-Rad) was performed using TB Green® Premix Ex Taq™ II (Tli RNase H Plus).

*18s* was used as the internal reference gene for mRNA and lncRNA. *U6* was used as the internal reference gene for miRNA. All the primers used in qPCR were described in Supplementary Table 3. The relative expression was calculated by delta-delta CT formula and normalized to the internal reference gene.

### Biallelic expression of *Dlk1*

The biallelic expression of *Dlk1* was demonstrated using a SNP identified between DBA and B6 mice^8^. The cDNA fragment containing the SNP was amplified by PCR. After gel purification, the fragment was sequenced to identify the SNP. The primers were described in Supplementary Table 3.

### Methylation analysis

Genomic DNA was isolated by using the proteinase K/SDS and phenol-chloroform method from placentas with the maternal decidua removed to avoid the influence of mothers’ DNA. The purified genomic DNA (500 ng) was treated with sodium bisulfite solution by using EZ DNA Methylation-Gold™ kit (Zymo Research). The resulting DNA was amplified by the primers for IG-DMR^50^, *Gtl2*-DMR and *Dlk1*-DMR. All the primers’ sequences were described in Supplementary Table 3.

The DNA fragments were separated electrophoretically on 1% agarose gels to purify the PCR products, and the bands were cut off and purified using phenol-chloroform method. The purified DNA was cloned into the pMD™19-T Vector Cloning Kit (TakaRa) and was sequenced (Comate Bioscience, China).

### RNA-seq data analysis

After verifying the quantity and quality of RNA using Nanodrop (Thermo Fisher Scientific) and RNA electrophoresis, respectively, the total RNA was provided to Bio Company (BMKGENE, China) for the whole transcriptome sequencing. The cDNA library was generated and sequenced on Illumina HiSeq sequencing platform. All reads were aligned to mouse GRCm38 genome using HISAT2^68^, and genes were counted using StringTie^69^. For miRNA, the mapped reads were aligned with miRbase^70^.

The default parameters of edgeR^71^ were used, and DEGs were selected based on log2 fold-change > 1 and *p* < 0.01. Since there was no biological replication in this study, the biological coefficient of variation (BCV), which is the square-root of dispersion, was set to 0.1 according to the suggestion of the edgeR official manual. Functional enrichment analysis was conducted using Enrichr^72^. For Biological Process categories, we used Go terms, and other parameters were left at their default settings.

### Statististic and reproducibility

Statistical analyses were performed using GraphPad Prism 9.0.2. Data obtained from each experiment were expressed as the mean ± SD. Statistical significance between two groups was determined by two-tailed unpaired *t*-tests. *P* < 0.05 were accepted as statistically significant and were indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ns not significant. The sample sizes were described in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The source data for graphs are available in Supplementary Data 1. RNA-seq data have been deposited in Gene Expression Omnibus database (GEO) under accession number GSE255900. All the other data generated in this study are included in the article and the additional files.

# Supplementary material for: Maternal RNA transcription in Dlk1-Dio3 domain is critical for proper development of the mouse placental vasculature
**Source:** Commun Biol. 2024 Mar 23;7:363. doi: 10.1038/s42003-024-06038-3
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Information

### Maternal RNA transcription in *Dlk1-Dio3* domain is critical for proper development of the mouse placental vasculature

Ximeijia Zhang<sup>1</sup>, Hongjuan He<sup>1</sup>, Haoran Yu<sup>1</sup>, Xiangqi Teng<sup>1</sup>, Ziwen Wang<sup>1</sup>, Chenghao Li<sup>1</sup>, JiaHang Li<sup>1</sup>, Haopeng Yang<sup>1</sup>, Jiwei Shen<sup>1</sup>, Tong Wu<sup>1</sup>, Fengwei Zhang<sup>1</sup>, Yan Zhang<sup>1</sup>, Qiong Wu<sup>1</sup>, <sup>✉</sup>

#### Supplementary Figures

**Supplementary Figure 1** Gross phenotypes of *Gtl2* polyA knock-in yolk sac.

**Supplementary Figure 2** *Gtl2* polyA knock-in doesn't alter the morphology of maternal decidua and junctional zone.

**Supplementary Figure 3** The labyrinth of *Gtl2* polyA knock-in placentas at different embryonic days.

**Supplementary Figure 4** Verification of some DEGs with significant changes in RNA-seq by qRT-PCR using independent biological replicates.

**Supplementary Figure 5** The KEGG and GO enrichment analysis of upregulated DEGs in *Gtl2* polyA knock-in placentas.

**Supplementary Figure 6** The KEGG and GO enrichment analysis of downregulated DEGs in *Gtl2* polyA knock-in placentas.

**Supplementary Figure 7** The GO enrichment terms of DEGs are significant in MKI and HOMO, and not significant in PKI.

**Supplementary Figure 8** The results of strand-specific RT-PCR of *Dlk1* and the results of IG-DMR, *Gtl2*-DMR and *Dlk1*-DMR in the other two biological replicates.

#### Supplementary Tables

**Supplementary Table 1** Numbers of *Gtl2* polyA knock-in placentas and survival rates at different stages.

**Supplementary Table 2** The sequences of sgRNA and ssDNA donor.

**Supplementary Table 3** Primer sequences.

#### Supplementary Data

**Supplementary Data 1** All source data for graphs in the figures.

**Supplementary Figures**  
**Supplementary Fig1**

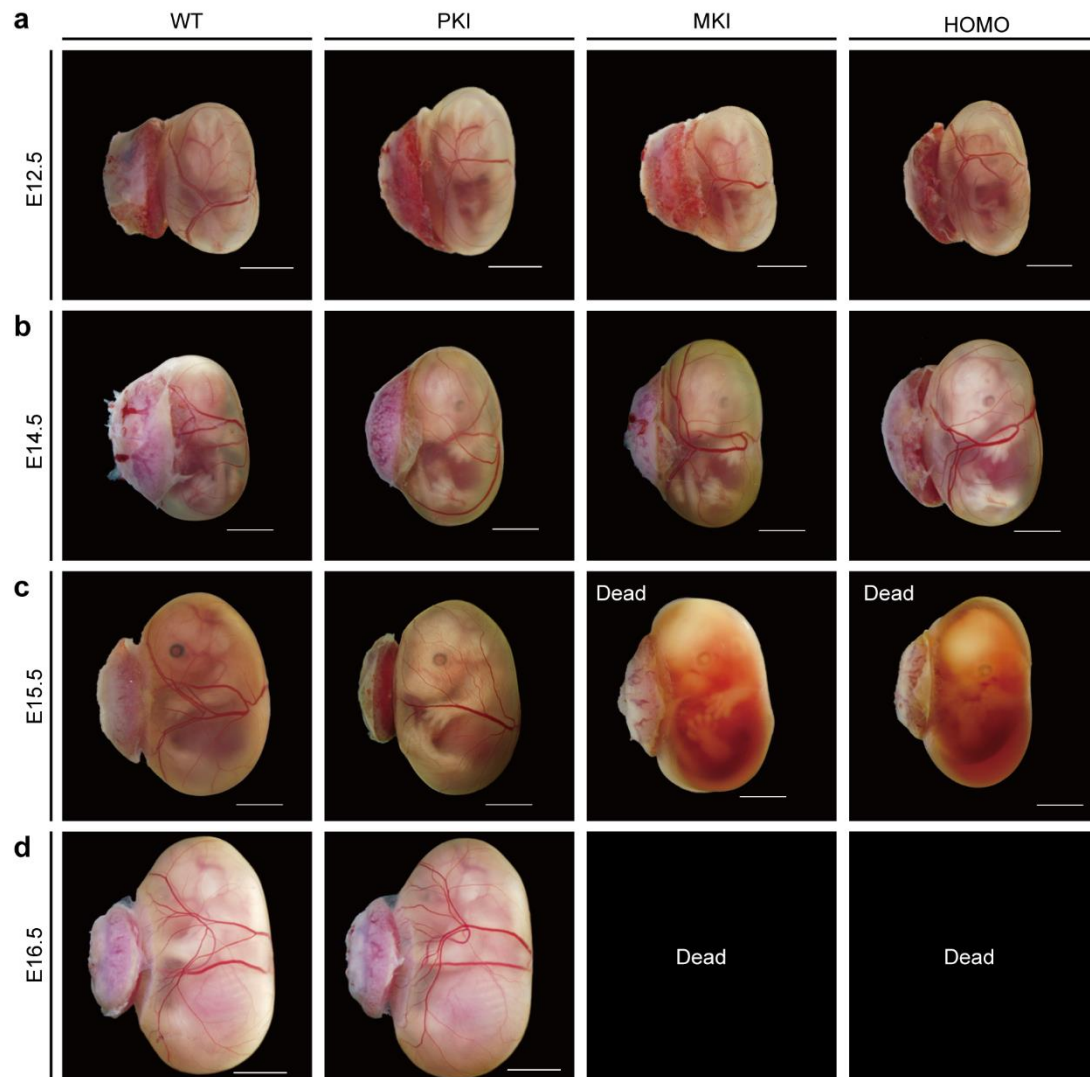

**Supplementary Figure 1** Gross phenotypes of *Gtl2* polyA knock-in yolk sac.  
(a-d) Gross phenotypes of WT, PKI, MKI and HOMO yolk sac at E12.5, E14.5, E15.5 and E16.5. Scale bars: 2mm.

## Supplementary Fig2

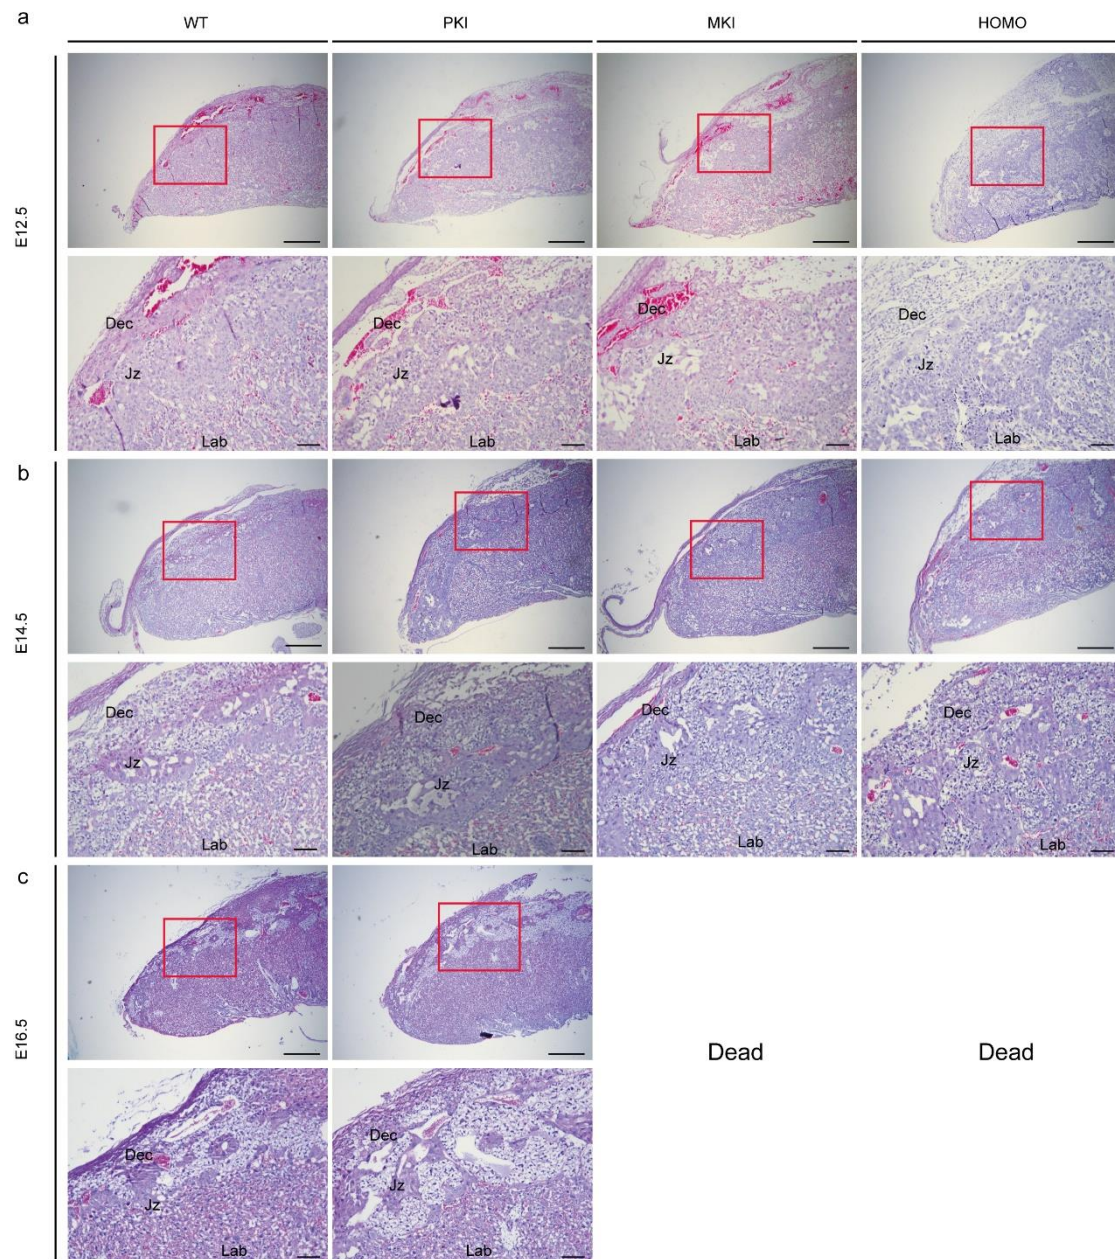

**Supplementary Figure 2** *Gtl2* polyA knock-in doesn't alter the morphology of maternal decidua and junctional zone.

(a-c) H&E staining of the placentas of the survival embryos at E12.5, E14.5 and E16.5. Red boxes show high-magnification images of maternal decidua and junctional zone. Dec: decidua, Jz: junctional zone, Lab: labyrinth. Scale bars of the first, third and fifth rows: 500 $\mu$ m, scale bars of the second, fourth and sixth rows: 100 $\mu$ m.

### Supplementary Fig3

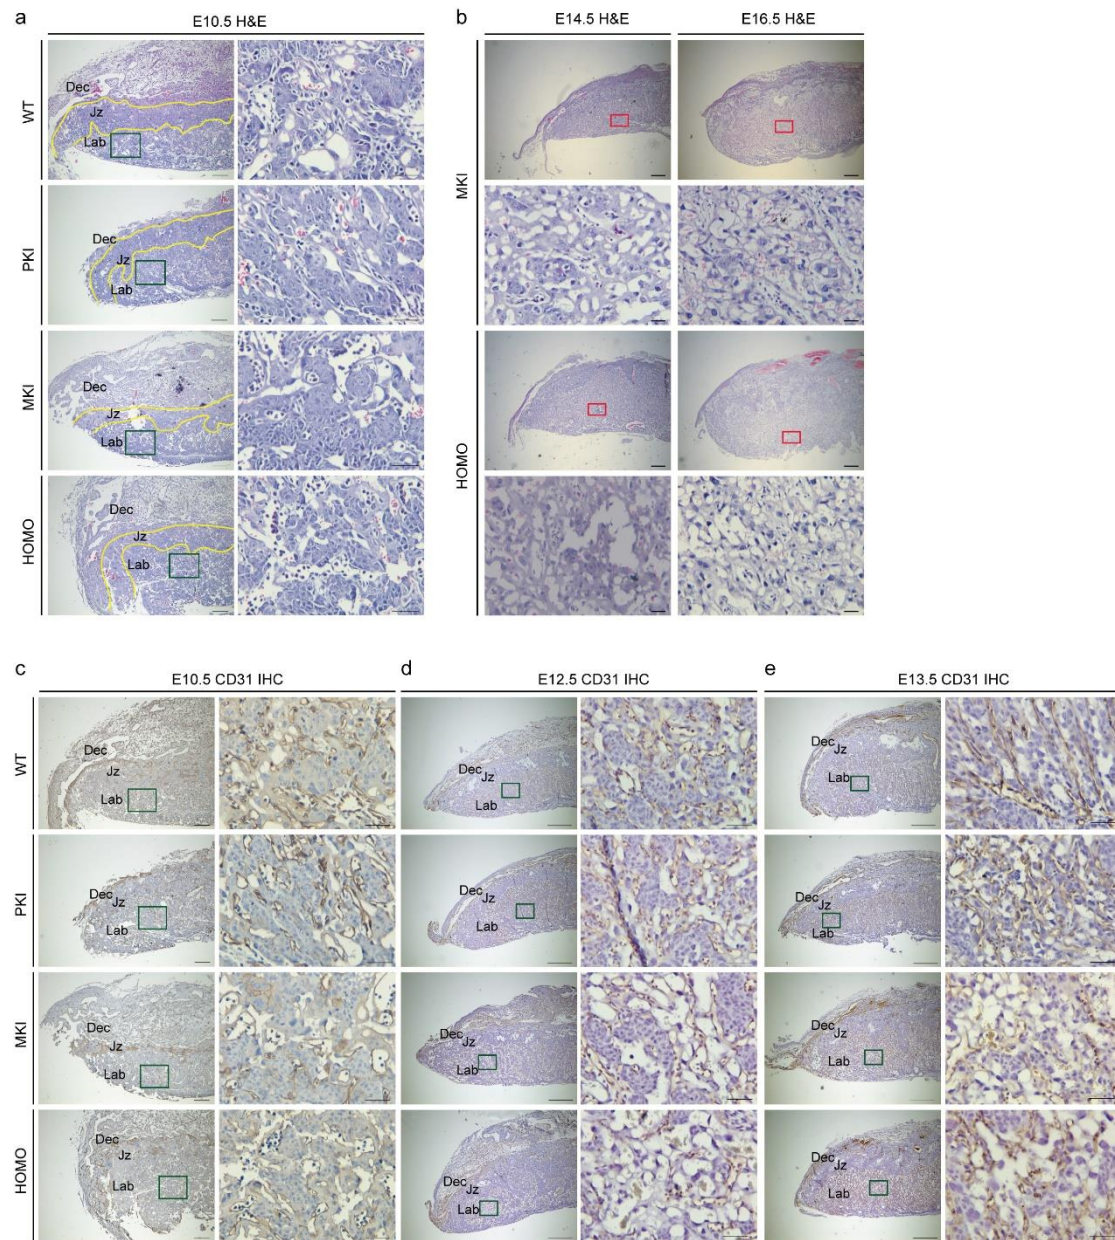

**Supplementary Figure 3** The labyrinth of *Gtl2* polyA knock-in placentas at different embryonic days.

(a) H&E staining of *Gtl2* polyA knock-in placentas at E10.5. Dark green boxes show high-magnification images of labyrinth areas. Scale bars of the first column: 200μm, scale bars of the second column: 50μm. (b) H&E staining of MKI and HOMO placentas of the dead embryos at E14.5 and E16.5. Red boxes show high-magnification images of labyrinth areas. Scale bars of the first and third rows: 500μm, scale bars of the second and fourth rows: 50μm. (c) (d) (e) CD31 IHC of *Gtl2* polyA knock-in placentas at E10.5, E12.5, E13.5. Dark green boxes show high-magnification images of labyrinth areas. Scale bars of the first, third and fifth columns: 200μm, scale bars of the second fourth, and sixth columns: 50μm.

## Supplementary Fig4

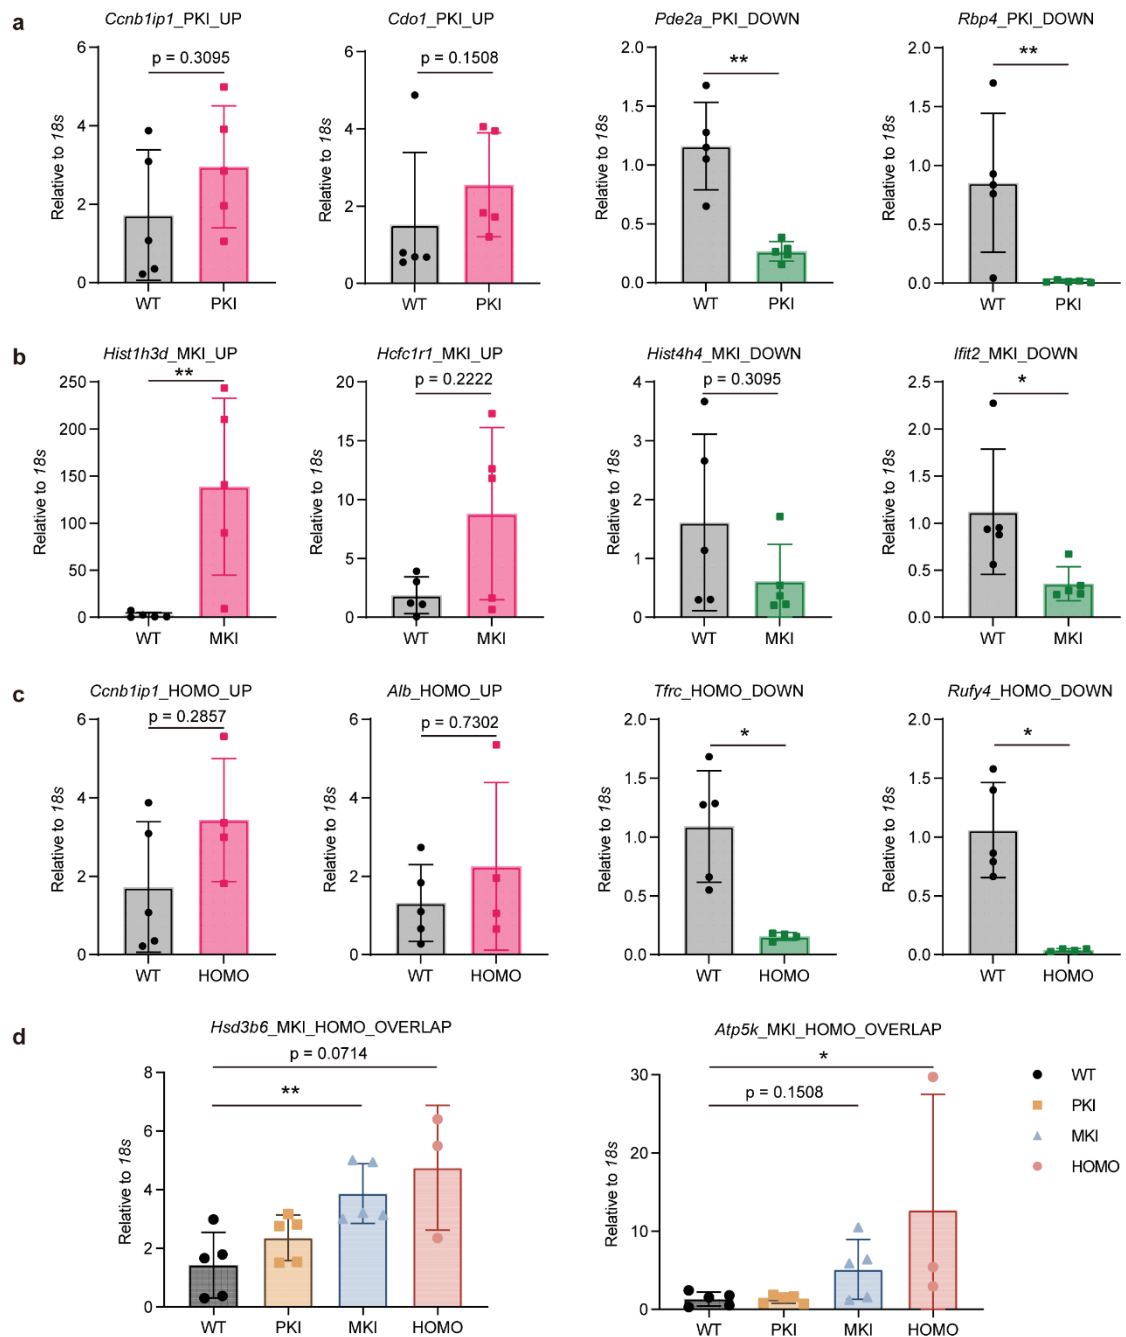

**Supplementary Figure 4** Verification of some DEGs with significant changes in RNA-seq by qRT-PCR using independent biological replicates.

(a) (b) (c) qRT-PCR confirm the expression of two upregulated and two downregulated DEGs in PKI, MKI and HOMO placentas, respectively. In (a) (b) (c), biological duplication: WT n=5, PKI n=5, MKI n=5, HOMO n=4. The mean expression  $\pm$  SD of each genotype is plotted. Student t-test is used to analyze the p values. \*p<0.05, \*\*p<0.01. (d) qRT-PCR confirm the expression of two DEGs upregulated in MKI and HOMO, but not upregulated in PKI. In (d), biological duplication: WT n=5, PKI n=5, MKI n=5, HOMO n=3. The mean expression  $\pm$  SD of each genotype is plotted. Student t-test is used to analyze the p values. \*p<0.05, \*\*p<0.01.

## Supplementary Fig5

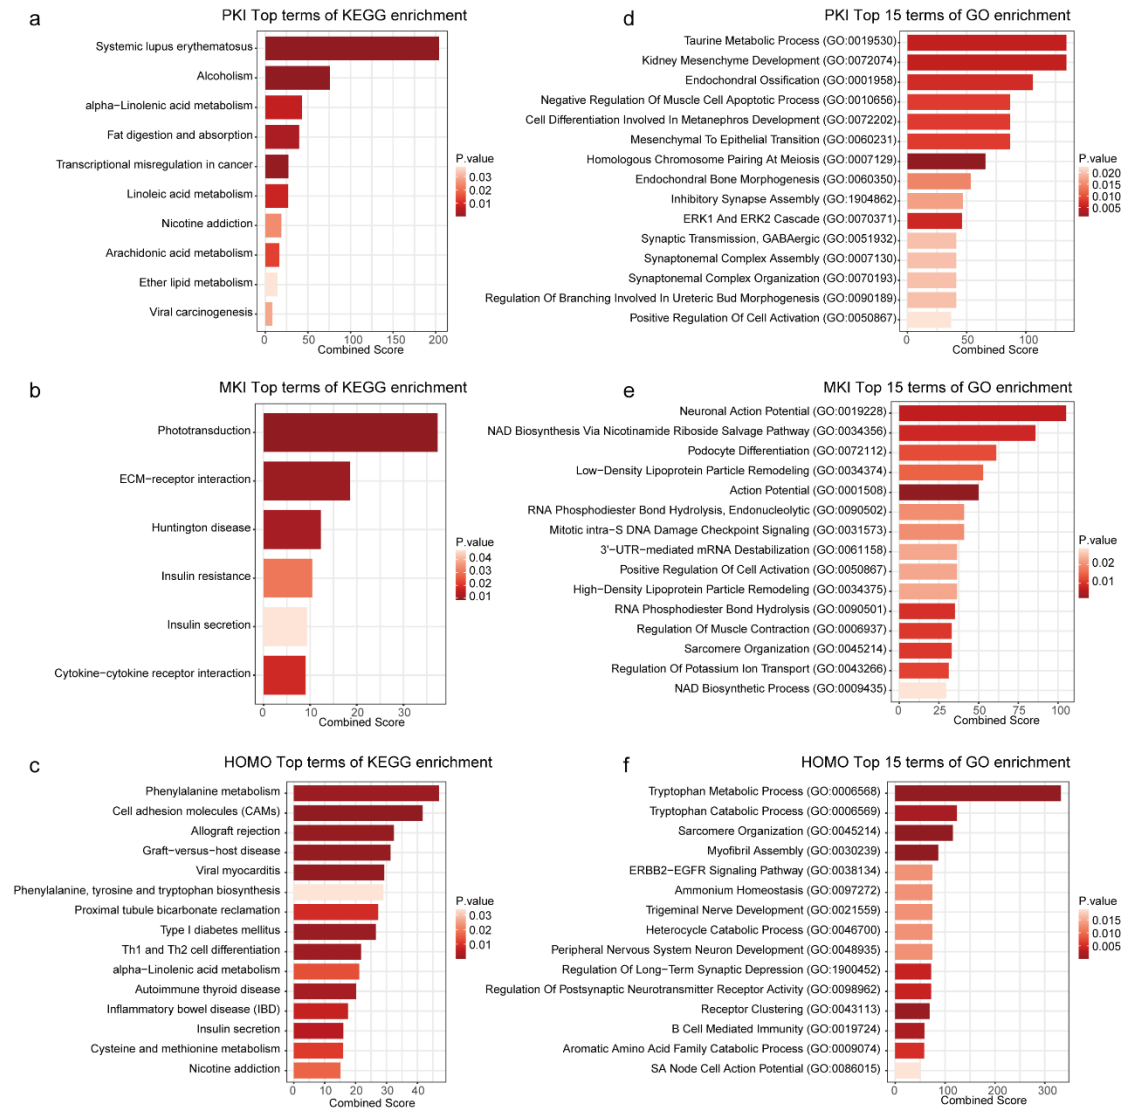

**Supplementary Figure 5** The KEGG and GO enrichment analysis of upregulated DEGs in *Gtl2* polyA knock-in placentas.

(a) (b) (c) The top KEGG enrichment terms of upregulated DEGs in PKI, MKI and HOMO placentas, respectively. (d) (e) (f) The top 15 GO enrichment terms of upregulated DEGs in PKI, MKI and HOMO placentas, respectively.

## Supplementary Fig6

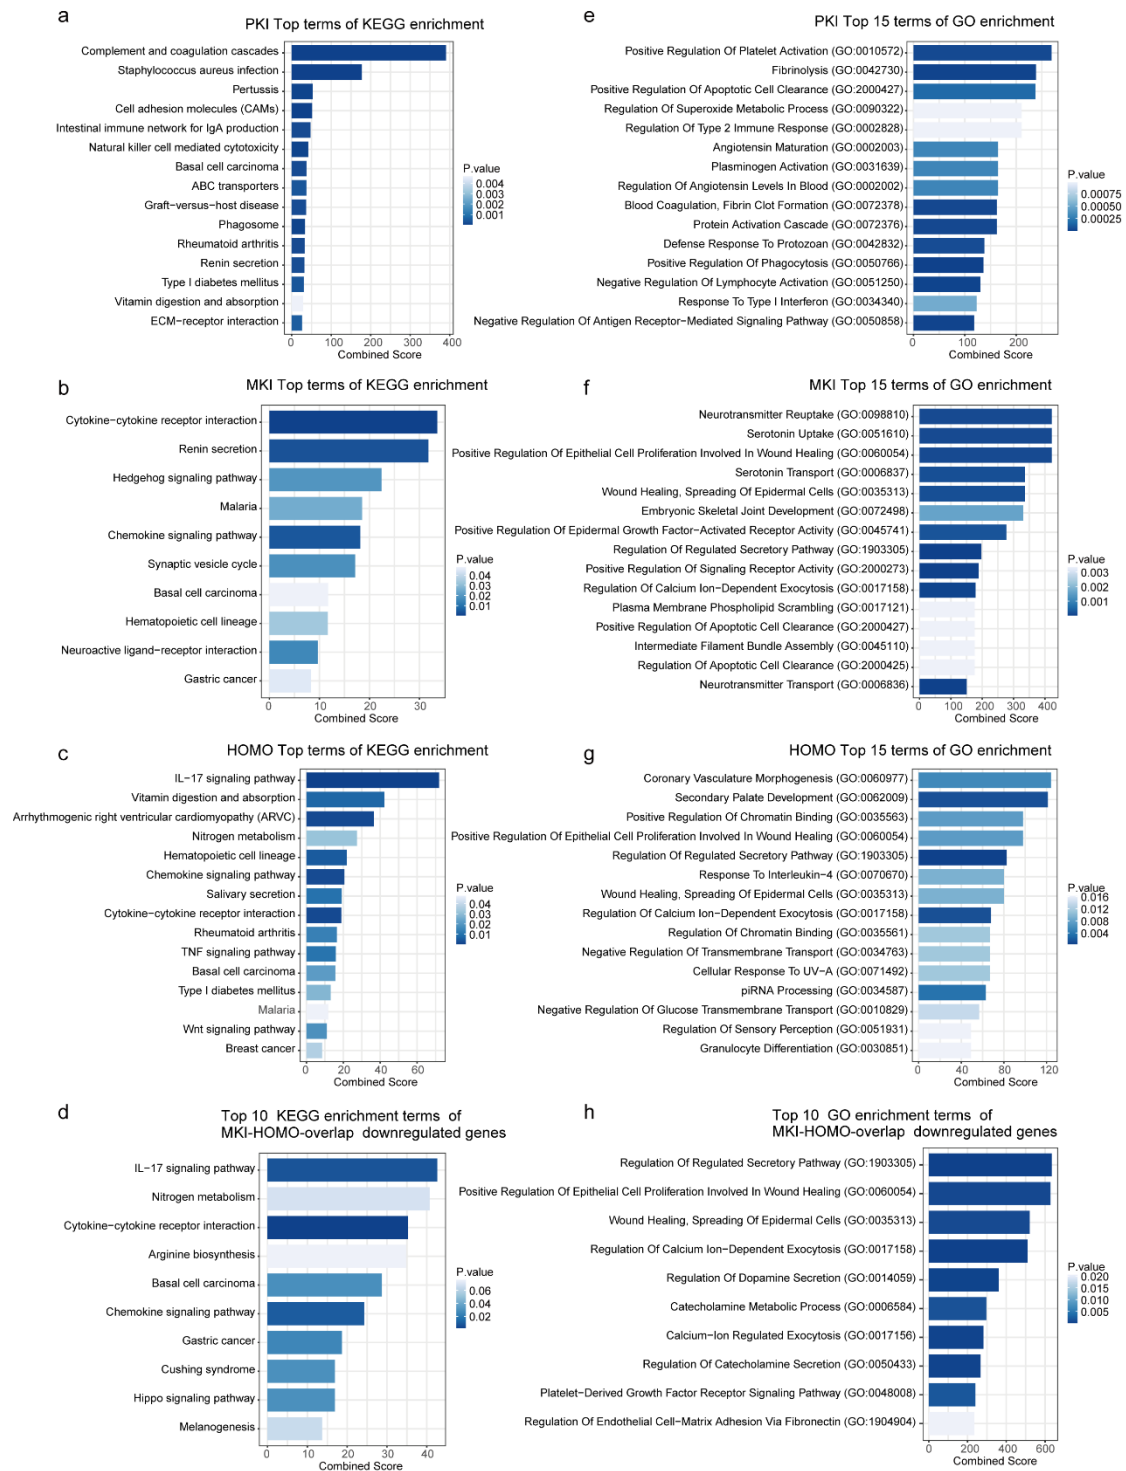

**Supplementary Figure 6** The KEGG and GO enrichment analysis of downregulated DEGs in *Gtl2* polyA knock-in placentas.

(a) (b) (c) (d) The top KEGG enrichment terms of PKI downregulated DEGs, MKI downregulated DEGs, HOMO downregulated DEGs and MKI-HOMO overlapped downregulated DEGs, respectively. (e) (f) (g) (h) The top GO enrichment terms of PKI downregulated DEGs, MKI downregulated DEGs, HOMO downregulated DEGs and MKI-HOMO overlapped downregulated DEGs, respectively.

## Supplementary Fig7

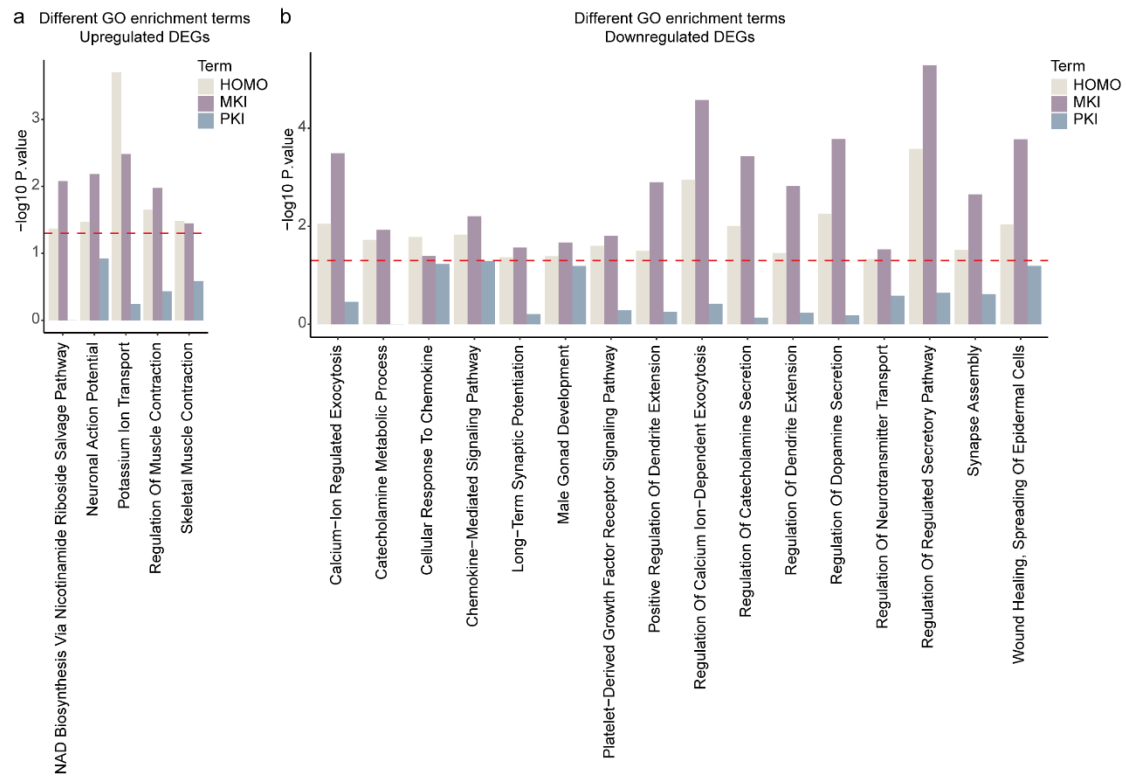

**Supplementary Figure 7** The GO enrichment terms of DEGs are significant in MKI and HOMO, and not significant in PKI.

(a) The GO enrichment terms of upregulated DEGs are significant in MKI and HOMO, and not significant in PKI. (b) The GO enrichment terms of downregulated DEGs are significant in MKI and HOMO, and not significant in PKI. The red dashed line represents the  $p$  is 0.05.

## Supplementary Fig8

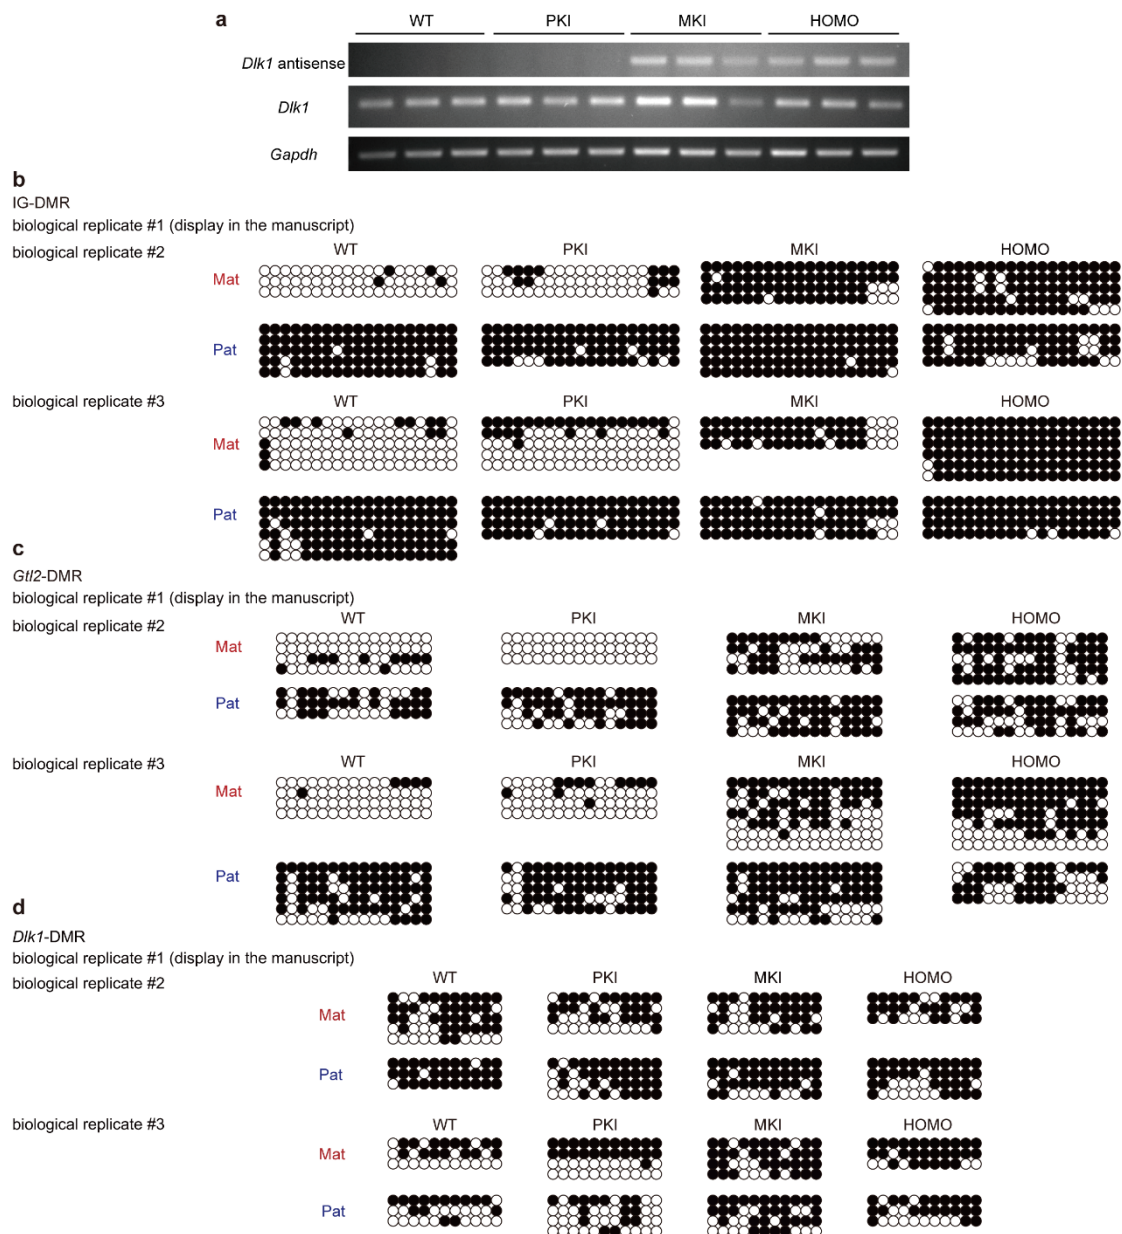

**Supplementary Figure 8** The results of strand-specific RT-PCR of *Dlk1* and the results of IG-DMR, *Gtl2*-DMR and *Dlk1*-DMR in the other two biological replicates.

(a) Strand-specific RT-PCR detected that activation of *Dlk1* expression came from sense strand, not in antisense strand in WT and PKI placentas. Activation of *Dlk1* expression came from both sense strand and antisense strand in MKI and HOMO placentas, and *Dlk1* had a similar expression level in both strands. (b) (c) (d) Methylation status of IG-DMR, *Gtl2*-DMR and *Dlk1*-DMR in *Gtl2* polyA knock-in and WT placentas separately. Each row represents one clone. SNPs are used to distinguish paternal allele clones from maternal allele clones. Filled and hollow circles indicate methylated and unmethylated CpG sites, respectively.

## Supplementary Tables

**Supplementary Table 1** Numbers of *Gtl2* polyA knock-in placentas and survival rates at different stages.

| Embryonic day | Population size /The number of the dead |      |       |       | Survival rate |      |        |        |
|---------------|-----------------------------------------|------|-------|-------|---------------|------|--------|--------|
|               | WT                                      | PKI  | MKI   | HOMO  | WT            | PKI  | MKI    | HOMO   |
| E12.5         | 52/0                                    | 32/0 | 35/0  | 13/0  | 100%          | 100% | 100%   | 100%   |
| E13.5         | 14/0                                    | 15/0 | 12/2  | 3/3   | 100%          | 100% | 83.33% | 0%     |
| E14.5         | 78/0                                    | 42/0 | 35/16 | 37/18 | 100%          | 100% | 54.29% | 51.35% |
| E15.5         | 4/0                                     | 6/0  | 15/12 | 5/5   | 100%          | 100% | 20%    | 0%     |
| E16.5         | 17/0                                    | 11/0 | 2/2   | 2/2   | 100%          | 100% | 0%     | 0%     |

**Supplementary Table 2** The sequences of sgRNA and ssDNA donor.

| Name        | Sequence                                                                                                                                                                                                                                                                                                                                                                          |
|-------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| sgRNA       | GCAGCTCTTCCAGAAACC                                                                                                                                                                                                                                                                                                                                                                |
| ssDNA donor | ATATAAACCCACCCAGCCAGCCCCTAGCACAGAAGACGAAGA<br>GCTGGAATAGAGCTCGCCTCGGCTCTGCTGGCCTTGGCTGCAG<br>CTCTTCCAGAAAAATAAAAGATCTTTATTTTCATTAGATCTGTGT<br>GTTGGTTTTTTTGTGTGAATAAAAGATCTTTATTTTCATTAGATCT<br>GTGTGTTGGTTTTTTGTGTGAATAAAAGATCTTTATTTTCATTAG<br>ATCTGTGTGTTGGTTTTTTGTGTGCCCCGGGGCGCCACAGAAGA<br>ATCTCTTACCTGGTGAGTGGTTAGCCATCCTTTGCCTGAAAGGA<br>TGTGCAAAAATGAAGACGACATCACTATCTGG |

**Supplementary Table 3** Primer sequences.

| Primer name    | Primer sequence (5' to 3') | Purpose                |
|----------------|----------------------------|------------------------|
| Genotyping-F   | AATGCGCTGACGTCAAAGACCA     | Primers for genotyping |
| Genotyping-R   | GGCTTTCAGCCACCAAAACCAG     |                        |
| 18s-F          | CTCATGTGGTGTGAGGAAAGCAG    | Primers for qRT-PCR    |
| 18s-R          | TGTTGTCTAGACCGTTGGCCAGAA   |                        |
| Dlk1-F         | ACGGGAAATTCTGCGAAATA       |                        |
| Dlk1-R         | CTTTCCAGAGAACCCAGGTG       |                        |
| Rtl1-F         | CCGAGGGCTCATCCAACACCGTTGA  |                        |
| Rtl1-R         | CCTGGGCTGGGCCACTATCTGA     |                        |
| Dio3-F         | GGAGAAGGGGAAGAACTTGG       |                        |
| Dio3-R         | TCAGAGCAACTTCCTTCAAGTC     |                        |
| Gtl2-F         | CGAGGACTTCACGCACAAC        |                        |
| Gtl2-R         | TTACAGTTGGAGGGTCCTGG       |                        |
| Rian-F         | TAGAGTCTCCCTTGAAAGTGG      |                        |
| Rian-R         | TGGTATCTATAAGAACAGAGCTGA   |                        |
| Mirg-F         | GTTGTCTGTGATGAGTTCGC       |                        |
| Mirg-R         | CCTTGAACATCCGCTCC          |                        |
| miR-337-5p-F   | CGGCGTCATGCAGGAGTTGATT     |                        |
| miR-337-5p-R   | mRQ 3' Primer From Takara  |                        |
| miR-127-3p-F   | TCGGATCCGTCTGAGCTTGGCT     |                        |
| miR-127-3p-R   | mRQ 3' Primer From Takara  |                        |
| miR-370-3p-F   | GCCTGTTGGACCCAGGAAGGT      |                        |
| miR-370-3p-R   | AGCACCCGAGCGATGGTGA        |                        |
| miR-541-5p-F   | AAGGGATTCTGATGTTGGTCACACT  |                        |
| miR-541-5p-R   | mRQ 3' Primer From Takara  |                        |
| miR-381-3p-F   | TATACAAGGGCAAGCTCTCTGT     |                        |
| miR-381-3p-R   | mRQ 3' Primer From Takara  |                        |
| Ccnblip1-qrt-F | GGTACACCAGGAGCGTCTCTA      |                        |
| Ccnblip1-qrt-R | GCTTTTGGTACTGGCGATTACG     |                        |
| Cdo1-qrt-F     | GGGGACGAAGTCAACGTGG        |                        |
| Cdo1-qrt-R     | ACCCAGCACAGAATCATCAG       |                        |
| Pde2a-qrt-F    | TGGCGTTGTGGACGATGAG        |                        |
| Pde2a-qrt-R    | CGCGATAGAAAAGCGGATGG       |                        |
| Rbp4-qrt-F     | AGTCAAGGAGAACTTCGACAAGG    |                        |
| Rbp4-qrt-R     | CTTGGCTGTGGCGCTCATA        |                        |
| Hist1h3d-qrt-F | ACCGTTCTCATTCCTTGAGAC      |                        |
| Hist1h3d-qrt-R | GTAGCGGTGAGGCTTCTTCA       |                        |
| Hcfc1r1-qrt-F  | GGGTAACTCGCGGCCTAAAC       |                        |
| Hcfc1r1-qrt-R  | AGGGCTTCGGGAAAAGTCAC       |                        |
| Hist4h4-qrt-F  | GAAGCGCATCTCGGGTCTC        |                        |
| Hist4h4-qrt-R  | CATAGCCGTAACCGTCTTGC       |                        |
| Ifit2-qrt-F    | AGTACAACGAGTAAGGAGTCACT    |                        |

|                |                               |                                     |
|----------------|-------------------------------|-------------------------------------|
| Ifit2-qrt-R    | AGGCCAGTATGTTGCACATGG         |                                     |
| Alb-qrt-F      | TGCTTTTTCCAGGGGTGTGTT         |                                     |
| Alb-qrt-R      | TTACTTCCTGCACTAATTTGGCA       |                                     |
| Tfrc-qrt-F     | GTTTCTGCCAGCCCCTTATTAT        |                                     |
| Tfrc-qrt-R     | GCAAGGAAAGGATATGCAGCA         |                                     |
| Rufy4-qrt-F    | GGAGCAGGGCTAAGGATGTTA         |                                     |
| Rufy4-qrt-R    | TCAGGCTGATTCCACTCACAC         |                                     |
| Hsd3b6-qrt-F   | TGATGGGAAGAGGGTGGAG           |                                     |
| Hsd3b6-qrt-R   | AGGTGCTGAGAGGCTTGGA           |                                     |
| Atp5k-qrt-F    | TCATCGGCATGGCATAACGG          |                                     |
| Atp5k-qrt-R    | CCGCTGCTATTCTCCTCTCCT         |                                     |
| Dlk1-imprint-F | TCCTGAAGGTGTCCATGAAAGAGC      | Primers for<br>biallelic expression |
| Dlk1-imprint-R | AAGCATAGCGTTCACCTCGATTCCAC    |                                     |
| Dlk1-ISH-F     | CCTCTTGCTCCTGCTGGCTTTC        | Primers for<br>ISH probes           |
| Dlk1-ISH-R     | GATGTGTTGCTCGGGCTGCTG         |                                     |
| Gtl2-ISH-F     | GGGAAATTGGAGGTGAGG            |                                     |
| Gtl2-ISH-R     | GGACAAGCGACAAAGAGG            |                                     |
| miR-127-ISH-F  | GCTCCATGTAGCTGGTCGAA          |                                     |
| miR-127-ISH-R  | GGCATGAAGTGGCTCCGAA           |                                     |
| Rtl1-ISH-F     | GCTCCATGTAGCTGGTCGAA          |                                     |
| Rtl1-ISH-R     | GGCATGAAGTGGCTCCGAA           |                                     |
| Rian-ISH-F     | CAAATCTCCATGCACGGAAAG         |                                     |
| Rian-ISH-R     | GCCTTGACCATCATGAAGAC          |                                     |
| Tpbpa-ISH-F    | TCCAAGGACCTCTGAAGAGC          |                                     |
| Tpbpa-ISH-R    | AGGATCCCCTTGTGTCAGGGG         |                                     |
| IG-DMR-F       | GTATTGTAATATAGGTTAGGTG        | Primers for<br>DNA methylation      |
| IG-DMR-R1      | CTACATAATACCATATAAACATATCTC   |                                     |
| IG-DMR-R2      | CACAACTACACAAAATACTAC         |                                     |
| Gtl2-DMR-F     | AAATTTTGTAAGGAAAAGAATTTTATAGG |                                     |
| Gtl2-DMR-R     | TTCAAAATTACTAATCAACATAAACCTC  |                                     |
| Dlk1-DMR-F     | TTTTGAAGGTGTTTATGAAAGAGTTTAA  |                                     |
| Dlk1-DMR-R     | CATCACCAACCTCCTTATTAATAAATAA  |                                     |

# Supplementary material for: Maternal RNA transcription in Dlk1-Dio3 domain is critical for proper development of the mouse placental vasculature
**Source:** Commun Biol. 2024 Mar 23;7:363. doi: 10.1038/s42003-024-06038-3
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	All slides were imaged using software ZEN (ZEISS). ImageJ was used for area statistics.
Data analysis	Statistical analyses were performed using GraphPad Prism 9. Cytoscape was used to analyze gene degrees. Chromas was used to analyze biallelic expression. DNAMAN 9 was used to do methylation analysis. R packages (HISAT2, StringTie, EdgeR, ClusterProfiler) were used to do RNA-seq analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data have been deposited in Gene Expression Omnibus database under accession number GSE255900. All the other data generated in this study are included in the article and the supplementary information.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a ☐ Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☒ ☐ Plants

Methods

n/a ☐ Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used

Validation

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	DBA/2J and C57BL/6N mice at the age of ~8 weeks.
Wild animals	This study did not involve wild animals .
Reporting on sex	Placentas were collected from four genotypes embryos comprised of both sexes.
Field-collected samples	This study did not involve field-collected samples.
Ethics oversight	All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC - 2023066) of Harbin Institute of Technology.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

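Placentas of E12.5 embryos of the genotypes WT, PKI, MKI and HOMO were measured by RNA-seq and by small RNA-seq, with 1 library of each genotype per assay and so 4 libraries per assay. The authors aligned the RNA-seq reads to GRCm38 with HISAT2, counted genes with StringTie and deposited whole-number counts per gene. The small RNA reads were aligned by the authors to miRBase, and the deposited values are counts per mature miRNA, predicted miRNAs included. The versions of these tools, the library kits and their strandedness are not given in the sources used here. No value was normalized before deposit.

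The RNA-seq table held 29639 entries, of which 22036 named a gene and 22022 of those had an identifier in the annotation of GRCm38 used for positions. The 7603 entries that named no gene were left out of library sizes and tests, at 1.39% of the counts in WT, 1.46% in PKI, 2.81% in MKI and 2.93% in HOMO. The libraries then held 69860274 counts in WT, 76558722 in PKI, 66191645 in MKI and 63489721 in HOMO, with 16667, 16689, 16749 and 17172 genes at 1 count or more. The small RNA libraries held 6898531, 5450561, 7686689 and 6862466 counts in the same order, with 1046, 1013, 1131 and 1103 known miRNAs at 1 count or more. At these depths the TMM factors of the RNA-seq libraries were 0.996, 0.972, 1.00 and 1.03. Tools were R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

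Each knock-in library was compared with WT by the exact test of edgeR at a BCV of 0.1, at an unadjusted p under 0.01 and an absolute log2 fold change over 1, over genes with at least 1 count in both libraries. Ratios have exact conditional binomial intervals at 95%, and a count of 0 was set to a floor of 3 counts for bounds. Mature miRNAs and hairpins with at least 10 counts in WT were called at a ratio under 0.5 or over 2 with the interval on the same side of 1. Domain miRNAs were those of the Gtl2, Rtl1 antisense, Rian and Mirg loci, all of which lie between Dlk1 and Dio3. miR-1247 also lies there but was counted outside the domain, where the paper places it. The 4 libraries of an assay were also grouped by the maternal allele, WT and PKI against MKI and HOMO, with the quasi-likelihood test of edgeR after filterByExpr and an adjusted p under 0.05 (Benjamini-Hochberg) on 2 residual degrees of freedom. The libraries of each group differ in genotype and are not replicates of 1 genotype. Overlaps of calls were set beside 20 simulations of unchanged libraries against the same WT library, at BCV values of 0.1 and 0.243.

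The settings, the 34 gene lists and the rule for named genes were fixed before the data were examined, except as stated here. The lists for yolk sac, natural killer cells, granulocytes, histones and structural RNAs were written after the readable part of the paper's tables had been seen, and the first 1995 and 1996 entries of the paper's tables for Fig. 3a and Fig. 3b, all that was read of them, were seen before the rule for named genes was written. Named genes were all those the paper names in its text or qRT-PCR panels, the 10 called genes with the highest and the 10 with the lowest log2 fold change in each library among those with at least 200 counts, the 6 with the largest mean changes in each direction among genes called in MKI and HOMO and not in PKI with at least 200 counts in one library, and up to 4 members of each list with at least 50 counts. Genes named for another reason, such as Begain, the arms of miRNAs in a count of 5 or fewer and the genes of ECM-receptor interaction shared by MKI and HOMO, were chosen after their values were seen. List members needed at least 10 counts in one library, and random lists were drawn within 50 bins of mean expression.

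The tests were checked on simulated counts with 200 genes changed by known folds. In the comparison of MKI with WT over 17346 genes, 62 of 62 genes raised 4-fold and 25 of 41 raised 2-fold were called, 22 of 52 lowered to 0.5 and 43 of 45 lowered to 0.25 of WT were called, and 10 unchanged genes were called. For the grouping by the maternal allele over 15511 genes at a BCV of 0.1, 100% of the genes raised 4-fold, 98.1% raised 2-fold, 93.9% lowered to 0.5 and 94.2% lowered to 0.25 were called. Over 15509 genes at a BCV of 0.4 these shares were 20.5%, 1.85%, 0% and 19.6%. For 828 miRNAs at a BCV of 0.2 they were 100%, 68.6%, 66.7% and 98%. The exact intervals covered the simulated ratio in at least 95.1% of 5000 pairs at each mean count.

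Alternatives were DESeq2 size factors and library totals for the scaling, other minimum counts, BCV values of 0.2 and 0.4, the Wald test of DESeq2, a term for the paternal allele and each library left out in turn. Alternatives added after seeing the data were the PKI library as the reference, the entries that name no gene included, genes of chromosomes X and Y left out, lists of other tissues left out, and library totals without Gm-numbered genes and genes of chromosome Y. Gtl2, Rian and Mirg transcripts, qRT-PCR, methylation and histology were not analysed here, and enrichment of KEGG and GO terms was not repeated.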

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

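The tests on sequencing depth, library totals, the HOMO library and miR-3544 were chosen only after the result was seen, and the tests on X-linked genes and on the second yolk sac list before it.

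Transcripts of chromosome Y, which the paper does not report on, stood at 7443 counts of Ddx3y in PKI, 5526 in MKI and 3949 in HOMO and at 0 in WT. At the lowest rate of the 3 knock-in libraries 4206 counts of Ddx3y would have been due in WT, which argues against depth as the cause. If the WT library held fetal tissue of females and the others of males or of both sexes, X-linked genes that escape inactivation would lie below WT in every knock-in library, and the median ratio of 6 such genes was 0.952 in PKI, 0.905 in MKI and 0.800 in HOMO. The first 2 of these lie between the bounds set for and against this explanation, so the X-linked genes leave it open. Ddx3y, Eif2s3y, Uty and Kdm5d had 0, 0, 4 and 2 counts in WT and 750 or more in each knock-in library. These counts go with a WT library that held little or no male fetal tissue, so sex of the embryos may account for the pattern. Sex cannot be told apart from genotype in any comparison with the WT library.

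Genes of the visceral endoderm of the yolk sac were lower in PKI than in WT, and of its 24 listed genes, all measured, the most abundant in WT were Trf (10457 counts in WT and 8009 in PKI), Afp (6583 and 340), Rbp4 (4726 and 159) and Apob (3792 and 185). With library totals only the median of the list was −2.24, which decides nothing about the normalization, because the TMM factors of WT and PKI were close (0.996 and 0.972). The median in HOMO was −0.22 (95% interval −0.79 to 0.29), which argues against an effect of the paternal knock-in allele that suffices alone for the list as a whole, although 5 of the 24 genes were called lower there and 0 higher, among them Afp (1902 counts) and Apob (1370). Over a second list of genes of this tissue, 13 of 15 measured, the median in PKI was −0.31 (95% interval −1.90 to 0.17), with 10 genes below 0, 4 called lower and 1 higher. That median lay above the bound set against a smaller amount of yolk sac endoderm in the PKI sample. Its interval, which was added to the criterion after the value was seen, spans the bounds for and against, so this explanation stays open. So does an effect of the PKI genotype that the HOMO genotype lacks, which was not tested. The paper lists qRT-PCR primers for Rbp4 and reports qRT-PCR of some genes changed in PKI in independent biological replicates. Those measurements were not analysed here.

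Both arms of miR-3544, a domain miRNA the paper does not discuss, were called higher in MKI and HOMO, with ratios to WT of 4.35 in MKI and 2.79 in HOMO for miR-3544-3p and of 4.18 and 6.79 for miR-3544-5p. Scaled to the counts outside the domain, the lowest of the 4 ratios was 2.65, which argues against loss of the other domain miRNAs from the total as the cause. Counts of miR-337, which lies on the opposite strand, had a ratio of at most 0.0573, which argues against counts of miR-337 assigned to miR-3544. Transcription of the strand of Rtl1 that runs on into miR-3544 is a candidate explanation. miR-3544 lies outside the annotated Rtl1, 3.32 kb past its end in the direction in which Rtl1 is transcribed. On the same strand, miR-1247 had a ratio to WT of 1.78 in MKI and 1.26 in HOMO. It lies before the start of Rtl1 in that direction, so its ratio does not bear on transcripts that run on from Rtl1. Also on that strand, miR-3071-3p, inside Rtl1, had 2 counts in WT, 1 in PKI, 6 in MKI and 1 in HOMO, too few to decide. The explanation stays open. In the grouping by the maternal allele the log2 fold change was 2.45 (adjusted p = 0.00399) for miR-3544-5p and 1.81 (adjusted p = 0.0263) for miR-3544-3p from the quasi-likelihood test of edgeR, and for the 5p and 3p arms the adjusted p was 0.0810 and 0.139 without WT, 0.196 and 0.319 without PKI, 1.05e-06 and 0.0616 without MKI and 0.00138 and 0.00354 without HOMO.

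Hnrnpa3, an RNA-binding protein gene that the paper does not name and that has processed copies in the genome, had a ratio to WT of 5.43 in MKI and 6.37 in HOMO, at 1119 counts in WT, 848 in PKI, 5810 in MKI and 6692 in HOMO.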

How the results depend on the processing

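The alternatives with PKI as the reference and with entries that name no gene were chosen only after the result was seen. No paired analysis was possible because each genotype has 1 library per assay, and a term for the paternal allele, which is not a replicate, was fitted instead. Of the alternative values for single genes and lists, 318 stayed within their limits, 8 moved and 1 reversed. Of those for counts and leading values, 135 stayed within 1.5 times or their interval and 78 moved. The cause was not tested except where a setting itself changes the genes tested. DESeq2 size factors and library totals left the counts of called genes within 1.5 times, as did leaving out chromosomes X and Y or the lists of other tissues. Genes with few counts limit the precision, and a BCV that was set and not measured sets the counts of calls.

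Called genes are given here as percents of the genes tested. At the settings used in the text these were 2.44% higher and 5.85% lower in PKI, 2.15% and 1.78% in MKI, 4.23% and 2.49% in HOMO, and in both MKI and HOMO 1.03% higher (0.542% not in PKI) and 0.643% lower (0.296% not in PKI). With at least 10 counts in one library, which changes the genes tested, 2.73% were lower in MKI and 0.985% lower in both (0.460% not in PKI). With at least 1 count in either library, 3.03% were higher and 2.76% lower in MKI, 6.00% higher in HOMO, 1.52% higher in both (0.804% not in PKI) and 1.01% lower in both (0.463% not in PKI). At a BCV of 0.2, 1.54% were higher in PKI, 1.25% higher and 1.06% lower in MKI, 2.69% and 1.61% in HOMO, 0.593% higher in both (0.296% not in PKI) and 0.334% lower in both (0.158% not in PKI). At a BCV of 0.4, 0.281% were higher and 0.687% lower in PKI, 0.193% and 0.156% in MKI, 0.432% and 0.247% in HOMO, 0.126% higher in both (0.0504% not in PKI) and 0.0378% lower in both (0.00631% not in PKI). With entries that name no gene, 4.36% were higher in PKI, 3.51% higher and 2.46% lower in MKI, 5.69% and 3.13% in HOMO, 1.59% higher in both (0.712% not in PKI) and 0.833% lower in both (0.422% not in PKI).

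Against PKI as the reference, 5.44% of the genes tested were higher in MKI, 7.61% higher and 1.65% lower in HOMO and 3.44% higher in both. Dlk1 had a ratio of 2.94 in MKI and 3.03 in HOMO, and Dio3 of 1.34 and 1.52. Among miRNAs outside the domain 16 were lower and 62 higher in HOMO. With library totals only, Dlk1 had a ratio of 2.20 in HOMO, and the median of the cytokines and cytokine receptors in HOMO turned from −0.06 to 0.00260.

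Grouped by the maternal allele, DESeq2 called 16 genes higher and 8 lower, edgeR without a filter on low counts 2 higher and with a term for the paternal allele 1 higher, Rtl1. With each library left out in turn, the genes called higher ranged from 0 to 31 and those called lower from 0 to 8, at 31 and 8 without WT, 6 and 0 without PKI, 0 and 0 without MKI and 1 and 0 without HOMO. The miRNAs changed ranged from 40 to 114, at 57 without WT, 40 without PKI, 114 without MKI and 105 without HOMO, and the domain miRNAs lower from 39 to 82. The lone library of a group was assumed to vary like the others.

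For miRNAs outside the domain, TMM gave 13 higher in PKI, 29 lower and 27 higher in MKI and 11 lower in HOMO, and DESeq2 size factors gave 14, 38, 25 and 16. With at least 1 count in WT, 38 were higher in PKI and 65 in HOMO. With at least 100, 0 domain miRNAs were lower in PKI, and outside the domain 8 were lower and 4 higher in PKI, 6 and 23 in MKI, and 1 and 9 in HOMO. Of the genes of chromosome 12 outside the domain, 3.73% were called in MKI, 6.10% in HOMO and 8.17% in PKI. In MKI these were 6.06% with at least 10 counts in one library, 5.71% with at least 1 count, 1.87% and 0% at the BCV values of 0.2 and 0.4 and 7.74% against PKI, in HOMO 3.51% and 0.924% at those BCV values and in PKI 1.52% at 0.4.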

Differences from the paper's values

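Every setting named here that is not among the alternatives set before the data were examined was chosen only after the result was seen. No count of called genes or of domain miRNAs that the paper states in its text differs from the one obtained here by more than 1.5 times.

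The paper's counts of genes higher and lower, which are 312 and 944 in PKI, 314 and 258 in MKI, 749 and 332 in HOMO, and 91 and 40 in MKI and HOMO but not in PKI, are reached exactly under library totals without Gm-numbered genes and genes of chromosome Y. This setting was chosen after seeing the values, after 20 settings had been compared with the paper's counts, and it drops 0 of the genes that the readable part of the paper's tables calls. Among the alternatives set before the data were examined, library totals gave 40 genes lower in MKI and HOMO and not in PKI, and none gave all 8 counts. Of the part of the paper's table for Fig. 3a that was readable, 1119 entries are called by the paper and 1080 were called the same way here, and of the part for Fig. 3b 571 are called and 559 were called the same way.

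The paper states that the miRNAs it detected in the domain were all reduced in MKI and HOMO, and 49 of the 50 hairpins with at least 10 counts in WT were lower here. The other, miR-3544, was higher and was not found in Fig. 4h, so it need not be among those the paper counts. The legend of Fig. 4 gives a smaller number of miRNAs for the Mirg locus than the 35 hairpins found here. The paper places miR-1247 beyond the domain, and in the annotation it starts at 110278058 on chromosome 12, before Dio3 at 110279068. The paper names a CD44-positive endothelial population in connection with hematopoietic terms of genes higher in MKI and HOMO, and Cd44 had a ratio to WT of 0.659 in MKI and 0.684 in HOMO. The paper's text gives no direction for Cd44, and counts of whole placentas do not measure that population, so the values do not contradict it. The paper's table for Fig. 3b calls Hcfc1r1 higher in MKI, and its ratio here was 1.99 with no call, while library totals only, among the alternatives set before the data were examined, called it higher at 2.01.

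The paper states 1 approximate fold for Dlk1 by qRT-PCR in MKI and HOMO against both WT and PKI, and in the RNA-seq libraries the ratio to WT was 2.07 in MKI and 2.13 in HOMO and that to PKI was 2.94 and 3.03. Read by eye, Fig. 4 shows Dlk1 at about 0.5 of WT in PKI, about 1.5 in MKI and about 1.7 in HOMO, beside 0.704, 2.07 and 2.13 here, and Rtl1 at about 12 in MKI and about 7.5 in HOMO, beside 12.5 and 7.86 here.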

Other observations

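No test in this part was planned for a single gene it names. Some of those genes follow from the rule for named genes, and the others were chosen only after the result was seen. The 3 groupings of the libraries and the gene lists were planned, the lists for histones, granulocytes and structural RNAs only after the readable part of the paper's tables had been seen.

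Transcripts of the mitochondrial genome had a median above WT in every knock-in library. Of 13 mitochondrially encoded genes, 3 rose in PKI, 5 in MKI and 0 in HOMO, with median log2 fold changes of 0.55, 0.70 and 0.62, and mt-Co2 rose in MKI (1.40). Of 83 cytosolic ribosomal protein genes, 5 rose and 1 fell in PKI, 4 rose in MKI, and 4 rose and 3 fell in HOMO, with medians of 0.36, 0.22 and 0.23, and some of these share reads with pseudogenes. Of 70 replication-dependent histone genes in PKI 14 rose and 2 fell, and of 69 in MKI and in HOMO 3 rose and 1 fell and 1 rose and 0 fell, with medians of 0.48, 0.29 and 0.10. Of the 4 definitive globin genes, which mark fetal liver erythropoiesis and maternal blood, 1 rose in PKI and 0 were called in MKI and HOMO, with medians of 0.76, −0.53 and 0.10. The 2 measured genes that overlap abundant structural RNAs, Ccnb1ip1 and Lars2, had medians of 1.88, 2.23 and 1.60, with 1 higher in every library and 1 lower in PKI and HOMO.

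Of 11 macrophage genes, 3 fell in PKI, Lyve1 rose in MKI and 0 were called in HOMO, with medians of −0.60, −0.29 and 0.08. Of 10 genes of neutrophils and granulocytes 3 fell in PKI and 2 in MKI, and of 9 in HOMO 2 fell, with medians of −0.35, −0.21 and −0.02. Of 7 measured lymphocyte genes 0 were called in PKI and 1 fell in HOMO, and of 6 in MKI 0 were called. In the parietal endoderm, Srgn fell in PKI, from 50438 counts in WT to 23780, and was the only one of 12 genes called in any library. Among trophoblast progenitor genes, Met, the receptor of hepatocyte growth factor, fell in PKI from 2294 counts to 712, and Lgr5 fell in MKI. Of 14 transporters of glucose and amino acids, Slc2a3 fell in PKI, from 5599 counts to 2419, and 0 were called in MKI and HOMO. Of 16 genes of DNA methylation and PRC2 and 11 immediate early and heat shock genes, 0 were called in any library.

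Grouped by the paternal allele, WT and MKI against PKI and HOMO, edgeR called 0 genes, with 698 at an unadjusted p under 0.05 and 90 called by DESeq2. Grouped as WT and HOMO against PKI and MKI, edgeR called 1 gene, Fkrp, at 2037 counts in WT, 298 in PKI, 270 in MKI and 2069 in HOMO (adjusted p = 0.0147 from the quasi-likelihood test of edgeR), with 360 genes at an unadjusted p under 0.05 and 10 called by DESeq2. Zxdb had a ratio to WT of 16.5 in PKI, 0.515 in MKI and 16.0 in HOMO, and Lnp1 of 26.3, 1.93 and 11.9. Gm266, which lies 1.2 Mb beyond the domain on chromosome 12, had 42 counts in WT, 40 in PKI, 125 in MKI and 87 in HOMO and was called higher in MKI and HOMO. Of the miRNAs predicted by the authors, 2 fell with a maternal knock-in allele in the quasi-likelihood test of edgeR. Adjusted over the list alone, Bmp2 and Hand2 were higher and Htra1 and Prl8a2 lower among the decidual stroma genes with a maternal knock-in allele, Lyve1 was higher among the macrophage genes, and Hbb-bs and Hbb-bt were lower among the definitive globins. Adjusted over all genes, 0 of these passed, and an adjustment within a list does not allow for the number of lists.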
